# Mushroom Body Specific Transcriptome Analysis Reveals Dynamic Regulation of Learning and Memory Genes After Acquisition of Long-Term Courtship Memory in *Drosophila*

**DOI:** 10.1534/g3.118.200560

**Published:** 2018-08-29

**Authors:** Spencer G. Jones, Kevin C. J. Nixon, Melissa C. Chubak, Jamie M. Kramer

**Keywords:** long-term memory, transcriptome analysis, courtship conditioning

## Abstract

The formation and recall of long-term memory (LTM) requires neuron activity-induced gene expression. Transcriptome analysis has been used to identify genes that have altered expression after memory acquisition, however, we still have an incomplete picture of the transcriptional changes that are required for LTM formation. The complex spatial and temporal dynamics of memory formation creates significant challenges in defining memory-relevant gene expression changes. The *Drosophila* mushroom body (MB) is a signaling hub in the insect brain that integrates sensory information to form memories across several different experimental memory paradigms. Here, we performed transcriptome analysis in the MB at two time points after the acquisition of LTM: 1 hr and 24 hr. The MB transcriptome was compared to biologically paired whole head (WH) transcriptomes. In both, we identified more transcript level changes at 1 hr after memory acquisition (WH = 322, MB = 302) than at 24 hr (WH = 23, MB = 20). WH samples showed downregulation of developmental genes and upregulation of sensory response genes. In contrast, MB samples showed vastly different changes in transcripts involved in biological processes that are specifically related to LTM. MB-downregulated genes were highly enriched for metabolic function. MB-upregulated genes were highly enriched for known learning and memory processes, including calcium-mediated neurotransmitter release and cAMP signaling. The neuron activity inducible genes *Hr38* and *sr* were also specifically induced in the MB. These results highlight the importance of sampling time and cell type in capturing biologically relevant transcript level changes involved in learning and memory. Our data suggests that MB cells transiently upregulate known memory-related pathways after memory acquisition and provides a critical frame of reference for further investigation into the role of MB-specific gene regulation in memory.

Learning and memory can be measured in experimental organisms by observing altered behavior in response to manipulated experiences. The duration of behavioral changes induced by different learning and memory paradigms may be transient or stable (Tully *et al.* 2003; Hawkins *et al.* 2006). While the formation of both short-term and long-term memories require similar underlying molecular mechanisms such as calcium- and cAMP-dependent signaling pathways, only long-term memory (LTM) requires gene transcription and *de novo* protein synthesis (Brunelli *et al.* 1976; Montarolo *et al.* 1986; Lee 2015). Many genes have been implicated in LTM formation (Bliim *et al.* 2016), however, we still know very little about the spatial and temporal dynamics of gene regulation that are required for LTM.

The fruit fly, *Drosophila melanogaster*, has been a powerful model for the discovery of genes and molecular mechanisms underlying learning and memory (Livingstone *et al.* 1984; Dudai *et al.* 1976; Lee 2015). Transcriptome analysis has been used to identify gene expression changes in flies after the acquisition of LTM (Dubnau *et al.* 2003; Winbush *et al.* 2012; Bozler *et al.* 2017; Crocker *et al.* 2016; Widmer *et al.* 2018). Several studies have profiled transcript levels in whole heads after memory acquisition (Dubnau *et al.* 2003; Winbush *et al.* 2012; Bozler *et al.* 2017), which has led to the identification of genes that are required for LTM (Dubnau *et al.* 2003; Bozler *et al.* 2017). Despite the success of these whole head studies, LTM requires only a subset of neurons that are both spatially and temporally regulated (Cognigni *et al.* 2018; Pavlowsky *et al.* 2018; Zhao *et al.* 2018). As such, cell-type specific analysis of different neuronal subsets involved in LTM will be required to fully elucidate the molecular mechanisms of memory (Johnson *et al.* 2013).

The mushroom body (MB) is a region of the fly brain that is critical for normal memory (de Belle and Heisenberg 1994; McBride *et al.* 1999). This synaptically dense structure appears as a pair of neuropils each consisting of ∼2000 neurons with three distinct neuronal subtypes (α/β, α’/β’, and γ) that contribute the formation of 5 distinct lobes α, α’, β, β’, and γ (Lee and Luo 1999). Intrinsic MB neurons, called Kenyon cells (KC), form a hub for integration of sensory information from over 200 olfactory projection neurons, and 20 different types of modulatory dopaminergic neurons (DANs) (Aso *et al.* 2014). Projection neurons relay olfactory information and synapse with dendrites of the MB neurons in the calyx (Jefferis *et al.* 2007). DANs synapse on different locations along the axonal MB lobes and correspond to the location of 21 types of MB output neurons (MBON), converging to create a highly structured DAN-KC-MBON compartment (Aso *et al.* 2014; Cognigni *et al.* 2018). The coincident activation of DANs and MBONs is thought to be essential in eliciting a behavioral response to conditioning (Cognigni *et al.* 2018). Different memory paradigms, including olfactory appetitive and aversive conditioning, are known to require distinct, specialized input and output neuron types to produce the corresponding behavioral changes (Liu *et al.* 2012; Jefferis *et al.* 2007; Cognigni *et al.* 2018; Kirkhart and Scott 2015; Owald *et al.* 2015; Perisse *et al.* 2016). However, the requirement for KCs is consistent across many different types of memory (de Belle and Heisenberg 1994; McBride *et al.* 1999). For olfactory memory, it is known that γ KCs are required for STM, α/β KCs play a role in LTM, and α’/β’ in memory consolidation (Blum *et al.* 2009; Tomchik and Davis 2009; Krashes *et al.* 2007; Trannoy *et al.* 2011; Yu *et al.* 2006). Lobe requirements for courtship conditioning, the assay used in this study, are less well understood and have predominantly been tested during STM. However, it is thought that all lobes play some role in courtship memory, with a known circuit of neurons involving the γ lobe being required for early courtship memory formation (Montague and Baker 2016; Keleman *et al.* 2012; Zhao *et al.* 2018; McBride *et al.* 1999).

Due to its essential role in several forms of memory, the MB is a logical starting point in the search for LTM-dependent gene expression changes. MB-specific transcriptome analysis has led to the discovery of additional genes that are important for LTM (Crocker *et al.* 2016; Widmer *et al.* 2018). Crocker *et al.* used patch-clamp pipets to harvest RNA from specific sets of intrinsic and extrinsic MB neurons 30 min after olfactory avoidance training, revealing a novel role for light-sensing genes in a specific set of MBONs (Crocker *et al.* 2016). Widmer *et al.* used targeted DamID (TaDa) to profile RNA polymerase II (polII) binding in intrinsic MB neurons during four 12 hr time windows after memory acquisition (Widmer *et al.* 2018). This study identified differential polII binding for dozens of genes in each time window. Ten novel genes that are important for LTM were identified by RNAi screening of top candidates that showed differential polII binding 12-72 hr after memory acquisition (Widmer *et al.* 2018). These studies illustrate the potential of MB-specific transcriptome analysis in revealing novel memory genes. However, the dynamics of gene regulatory changes that occur in the MB after memory acquisition are still not well understood. In the MB, different transcription factors and chromatin modifiers are required for olfactory memory at different temporal stages of memory formation maintenance, but the global effect of these transcription factors is not known (Hirano *et al.* 2016). Clearly, there is still a lot to learn about the spatial and temporal regulation of gene expression that is required for long term memory.

Courtship conditioning is a well-established learning and memory paradigm that has been commonly used to investigate the molecular mechanisms underlying memory (McBride *et al.* 1999; Koemans *et al.* 2017; Kramer *et al.* 2011; Keleman *et al.* 2007). Courtship conditioning relies on male courtship behavior being modifiable in response to sexual rejection from a mated unreceptive female (Spieth 1974; Siegel and Hall 1979). After experiencing sexual rejection males show reduced courting attempts with other pre-mated females; an effect which can persist for several days (McBride *et al.* 1999; Keleman *et al.* 2007). Courtship memory forms via an enhanced behavioral response to the pheromone *cis*-vaccenyl-acetate (cVA), which is deposited on females by males during prior mating attempts (Keleman *et al.* 2012). The MB is required for the acquisition of normal long-term courtship memory (McBride *et al.* 1999). While courtship conditioning has molecular properties similar to other memory paradigms (Montague and Baker 2016), it is distinct in that it manipulates a complex, naturally occurring behavior with minimal experimental interference (Ejima *et al.* 2007; Keleman *et al.* 2012; Montague and Baker 2016). This makes courtship conditioning an attractive model that takes advantage of a robust but ethological form of memory.

Here, we contribute to the emerging picture of LTM-dependent gene regulation by using INTACT (isolation of nuclei tagged in a specific cell type) (Henry *et al.* 2012) to profile transcript level changes in MBs at two time points after the acquisition of long-term courtship memory. We find a dynamic effect on the regulation of learning and memory genes during LTM formation in MBs. Many known learning and memory genes are transiently upregulated in MBs one-hour after memory acquisition and return to baseline levels after 24 hr. This effect is specific to MBs, as whole head transcriptome analysis did not reveal gene regulatory changes in known memory associated biological pathways. This suggests a high demand for classic learning and memory genes in MBs after the acquisition of courtship memory and highlights the importance of sampling time and cell type in the detection of biologically relevant transcript level changes underlying memory.

## Materials and Methods

### Fly strains and culture

All *Drosophila melanogaster* strains were cultured at 25° and 70% humidity on a 12:12 light-dark cycle. Cultures were raised on a standard medium (cornmeal-sucrose-yeast-agar) supplemented by the mold inhibitors methyl-paraben and propanoic acid (Koemans *et al.* 2017). *R14H06-GAL4* flies were generated by the Janelia Farm Flylight project (Jenett *et al.* 2012) and obtained from Bloomington stock center (Stock #48667) and *UAS-unc84*::*GFP* flies were donated by Gilbert L. Henry (Henry *et al.* 2012). For courtship conditioning assays and transcriptome analysis heterozygotes were generated by crossing *UAS-unc84*::*GFP*; *R14H06-GAL4* flies to *P{CaryP}attP2* (Bloomington stock# 36303). The resulting progeny referred to as MB-unc84 have the genotype *UAS-unc84*::*GFP*/+;*R14H06-GAL4*/*attP2*. Females used in courtship conditioning were a mixed Canton-S/Oregon-R genetic background generated by J.M. Kramer.

### Courtship conditioning and sample collection

Long-term courtship memory was induced as described (Koemans *et al.* 2017). Newly eclosed *MB-unc84* males were collected and individually held in an isolation chamber for four to six days. Males were then trained by introducing a single pre-mated female into the isolation chamber for a period of seven hours. After training, males were separated from females and kept in isolation. Flies being used for RNA-seq analysis were collected one-hour after sexual rejection (1h-AR) and 24-hours after rejection (24h-AR). Naïve flies were also collected, and all flies were collected and flash frozen at the same time of day to avoid any gene regulatory effects due to circadian rhythm. Fly heads were isolated from the abdomen, wings, and legs by vortexing followed quickly by separation through a series of sieves. Heads were then stored at -80° for future processing by INTACT. For each day of courtship conditioning when flies were collected for transcriptome analysis, a subset of naïve and trained males were tested for LTM induction. Statistical significance of courtship suppression was evaluated using a Mann-Whitney *U*-test.

### Isolation of nuclei tagged in a specific cell-type (INTACT)

MB specific transcriptome analysis was accomplished using a described INTACT protocol with several modifications (Henry *et al.* 2012). Fly heads were suspended in 1 ml of homogenization buffer (25 mM KCl, 5 mM MgCl2, 20 mM tricine, 0.15 mM spermine, 0.5 mM spermidine, 10 mM β-glycerophosphate, 0.25 mM sucrose, RNAsin Plus RNase Inhibitors (Fisher Scientific: PRN2615), 1X Halt protease inhibitors (Thermo Fisher Scientific: 78430), pH 7.8) and ground with a pestle. To disrupt the cell membrane and release nuclei into solution NP40 was added to the homogenate to an end concentration of 0.3% and the solution was Dounce homogenized 6 times using the tight pestle. The 1 ml nuclear extract was passed through a 40 μm cell strainer and a 50 μl input sample was removed. This input fraction is representative of the whole head, containing both MB-specific GFP nuclei and untagged non-MB nuclei. Input fractions were centrifuged to obtain a nuclear pellet which would later be used as a source for whole head RNA sequencing.

Antibody-bound magnetic beads were freshly prepared for each immunopurification by absorbing 1μg of anti-GFP antibody (Invitrogen: G10362) to 60 μl of Protein G Dynabeads (Invitrogen: 10004D) according to the manufacturer’s instructions. To reduce non-specific binding nuclear extracts were pre-cleared by adding 60 μl of beads with no anti-GFP antibody. GFP labeled nuclei were then immunoprecipitated using GFP bound beads for 30 min at 4° with rotation. After washing, these remaining bead-bound nuclei represented the MB-specific fraction that was directly processed for RNA-sequencing.

To investigate the specificity of this protocol we calculated the proportion of INTACT (MB) and input (WH) nuclei with GFP for three independent replicates. Nuclei were labeled with 20mM DRAQ5 (abcam: ab108410) at room temperature for 30 min. Several slides were prepared for each sample and 3 fields of view were captured for each slide using a Zeiss AxioImager Z1 microscope. The average percentage of GFP nuclei was calculated for each biological replicate by manually counting nuclei. The total number of nuclei in WH and MB samples was not significantly different (*P* = 0.19, Student’s *t*-test), but the percentage of GFP positive nuclei was drastically different (**see results**).

### Adult brain dissection, staining and confocal microscopy

To observe the expression domain of *R14H06-GAL4* in adult brains we crossed this line to *UAS-mCD8-GFP* (Bloomington stock # 5137) and *UAS-unc84*::*GFP* and performed confocal microscopy. Brains were dissected in PBS and fixed with 4% paraformaldehyde for 45 min at room temperature. Counterstaining was performed with nc82 primary antibodies (1:50 dilution – developmental studies hybridoma bank) and DyLight 594 secondary antibodies (1:400 dilution). Brains were mounted in Vectashield (Vector Laboratories) and imaged using a Zeiss LSM 510 duo vario confocal microscope. Confocal projections were captured with 1 μm slices and processed using Image J software (Fiji) and Adobe Photoshop (Schindelin *et al.* 2012).

### RNA isolation and RNA-sequencing

RNA was isolated using a PicoPure RNA Isolation Kit (Invitrogen: KIT0204) for both the WH and MB fractions according to the manufacturer instructions. Sequencing libraries were prepared using the Nugen Ovation Drosophila RNA-Seq System 1-16 (Nugen: NU035032) kit according to instructions. cDNA was sheared to a target size between 200-300 bp using a Covaris S2 sonicator according to the manufacturer’s protocol. Library size was verified using the Agilent Bioanalyzer High Sensitivity DNA Kit and quantified using a Q-bit fluorometer. Libraries were sequenced on an Illumina NextSeq500 using the high output v2 75 cycle kit to a read length of 75 bp with single-end reads at London Regional Genomics Centre.

### RNA-seq data analysis

Raw sequence reads were trimmed using Prinseq (version 0.20.4) quality trimming to a minimum base quality score of 30 (error probability of 1 in 1,000 base calls) (Schmieder and Edwards 2011). Trimmed reads were then aligned to the *D. melanogaster* genome (Ensembl release 88, dm6) using STAR (version 2.5.3a) (Dobin *et al.* 2013; Aken *et al.* 2016). To ensure mushroom body specificity of MB samples compared to WH samples, we also aligned reads to the *C. elegans* unc-84 gene (NC_003284.9). Only uniquely aligned reads with a maximum of four mismatches were used for downstream analysis. Gene counts were obtained using HTSeq-count (version 0.7.1) using the default union settings to generate genic regions (Anders *et al.* 2015). To identify differentially expressed (DE) genes we used DESeq2 (version 1.18.1) (Love *et al.* 2014). Cut-off requirements for a gene to be called as DE were q < 0.05 and fold change > 1.3 up or down. Genes mapped to the Y chromosome were removed from the final DE lists. Principal component analysis (PCA) was performed for all samples together, as well as WH and MB samples separately, using the *plotPCA* function within DESeq2 (Figure S1 A-C). To identify groups of genes with similar trends of transcriptional regulation in response to courtship conditioning we used the ‘stats’ package in R (version 3.3.3) to perform *k*-means clustering on log_2_ fold changes (Love *et al.* 2014; R Core Team 2016).

### GO analysis

Gene ontology (GO) analysis was performed using PANTHER (version 13.1) (Ashburner *et al.* 2000; The Gene Ontology Consortium 2017; Mi *et al.* 2017). For GO analysis for biological processes of DE genes between MB and WH samples we included all terms with a *P* < 0.05 (Fisher Exact with FDR multiple test correction). For GO analysis for biological processes of DE genes resulting from courtship conditioning terms were declared significant if they had a p-value of < 0.05 (Binomial test with Bonferroni correction). Results are displayed in ‘hierarchical view’, which groups similar terms together under the most enriched term to remove redundancy (Mi *et al.* 2017). Further functional analysis of the individual genes associated with each enriched term was provided by FlyBase (Gramates *et al.* 2017).

### Network analysis

Interaction network was generated using the GeneMANIA app in Cytoscape 3.4.0 (Montojo *et al.* 2014; Su *et al.* 2014). The network was generated using the following annotated networks: (1) physical interactions - biogrid small scale studies, (2) genetic interactions – biogrid small scale studies, and (3) predicted. No related genes were integrated into the network. Nodes were color annotated using the Cytoscape enhancedGraphics app (Morris *et al.* 2014). Each node was annotated based on association with relevant gene ontology terms.

### Data Availability

Figure S1 contains PCA results of MB and WH RNA sequencing data. Figure S2 contains comparison of DE results between DESeq2 and NOISeq. Table S1 contains read alignment and count data. Table S2 contains DE analysis results for MB specificity. Table S3 contains GO results for DE MB enriched or depleted genes. Table S4 contains DE analysis results for MB and WH specific samples during a time course of LTM. Table S5 contains the results of k-means clustering of DE genes during LTM formation. Table S6 contains GO results for clusters of DE genes identified during LTM formation. Gene expression data are available at GEO with the accession number: GSE115718. Supplemental material available at Figshare: https://doi.org/10.25387/g3.7005842.

## Results

### MB-unc84 males display normal long-term courtship memory

The aim of this study was to identify MB-specific transcript level changes that occur after the acquisition of long-term courtship memory. To achieve this, we used INTACT (Deal and Henikoff 2010; Steiner *et al.* 2012; Henry *et al.* 2012) to isolate MB nuclei from fly heads, 1 h and 24 h after courtship conditioning (Figure 1A). We adapted a previously described INTACT protocol that employed a *UAS-unc84*::*GFP* transgene (Henry *et al.* 2012). Unc-84 is a *Caenorhabditis elegans* nuclear envelope protein, and when coupled with GFP, Unc84::GFP labeled nuclei can be immunoprecipitated from nuclear preparations derived from frozen tissue using an anti-GFP antibody. To drive expression of *UAS-unc84*::*GFP* in the MB, we used the *R14H06-GAL4* driver line from the Janelia flylight collection (Jenett *et al.* 2012). This driver is highly specific for the α/β and γ neurons of the mushroom body (Figure 1B), which are required for many forms of memory, including courtship conditioning (Montague and Baker 2016; Zhao *et al.* 2018; Koemans *et al.* 2017). *R14H06-Gal4* has a higher specificity than many classic MB Gal4 lines, which often have broad expression in the brain (Aso *et al.* 2009). The expression domain of *R14H06-Gal4* is available at (http://flweb.janelia.org/cgi-bin/flew.cgi) and provided here (Figure 1B-C). We generated flies that were heterozygous for both the *UAS-unc84* transgene and the *R14H06-GAL4* driver, which are hereafter referred to as *MB-unc84*.

**Figure 1:**
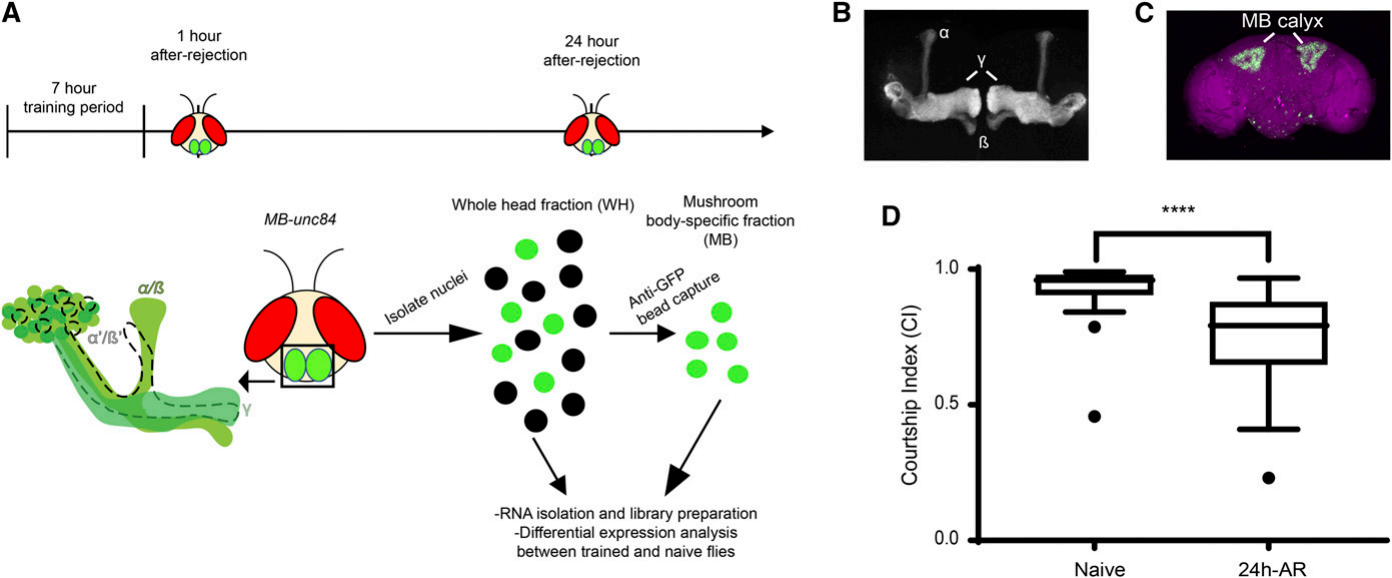
Schematic of the experimental design and validation of courtship conditioning to induce LTM. A) Long-term memory (LTM) was induced in flies using a previously established seven-hour courtship conditioning protocol (Koemans *et al.* 2017). Following training, *MB-unc84* flies expressing unc84::GFP in the α/β and γ lobes of the MB were collected for INTACT and downstream transcriptome analysis at two time points: one hour and 24 hr after-rejection (AR). RNA was then isolated from the WH and MB-fractions, cDNA libraries prepared, and next-generation sequencing performed. B) Confocal projection of the whole brain showing the expression of *UAS-unc84*::*GFP* using *R14H06-GAL4*. Only a few nuclei outside of the MB calyx are labeled with GFP. MB calyx is indicated. Counterstaining was performed using the nc82 antibody against *Bruchpilot*. C) Confocal projection showing expression of *UAS-mCD8*::*GFP* with *R14H06-GAL4* in the α/β and γ lobes of the MB. D) To provide evidence of normal memory in *MB-unc84*, a subset of flies were collected in parallel with flies used for transcriptome analysis and tested in the courtship conditioning assay. MB-unc84 flies show a decrease in courtship index (CI) at 24h-AR compared to Naïve flies, suggesting normal memory function in this genotype (n = 23 and n =29, respectively, for naïve and trained flies; **** *P* < 0.001 Mann-Whitney *U*-test).

To induce long-term courtship memory, *MB-unc84* males were paired with an unreceptive mated female for seven hours. Flies for transcriptome analysis were flash frozen at 1 h and 24 h after this period of sexual rejection - 1h-after rejection (AR) and 24h-AR (Figure 1A). These time points were selected to capture both early and late stages after memory acquisition. We avoided sampling during the rejection period to avoid the direct effect of being paired with a female (Ellis and Carney 2011, 2010). A minimum of four biological replicates was obtained for each time point. In parallel with these collections, we tested a subset of *MB-unc84* flies to confirm the induction of normal long-term courtship memory in these cohorts. Indeed, at 24h-AR *MB-unc84* males showed a robust reduction in courtship behavior in comparison to naïve males (Figure 1D; *P* < 0.001 Mann-Whitney *U*-test). This observed courtship suppression in *MB-unc84* flies was in line with expected values from the literature (McBride *et al.* 1999; Koemans *et al.* 2017; Keleman *et al.* 2007), demonstrating that *UAS-unc84*::*GFP* expression in the MB does not interfere with normal courtship memory.

### INTACT yields high-quality MB-enriched RNA

To provide evidence that our approach could obtain nuclei specific to the MB, we used fluorescent microscopy to measure the proportion of GFP-positive nuclei present in whole head (WH) extracts, compared to INTACT MB samples. WH nuclei obtained from *MB-unc84* flies contained 8% GFP positive nuclei (Figure 2A). Note that this is likely an overestimation, as we only analyzed fields of view containing GFP-positive nuclei, which were not present throughout the slide. After immunoprecipitation of nuclei from WH extracts using anti-GFP bound beads, about 90% of nuclei were GFP-positive, indicating a high level of specificity of our INTACT protocol (Figure 2A).

**Figure 2:**
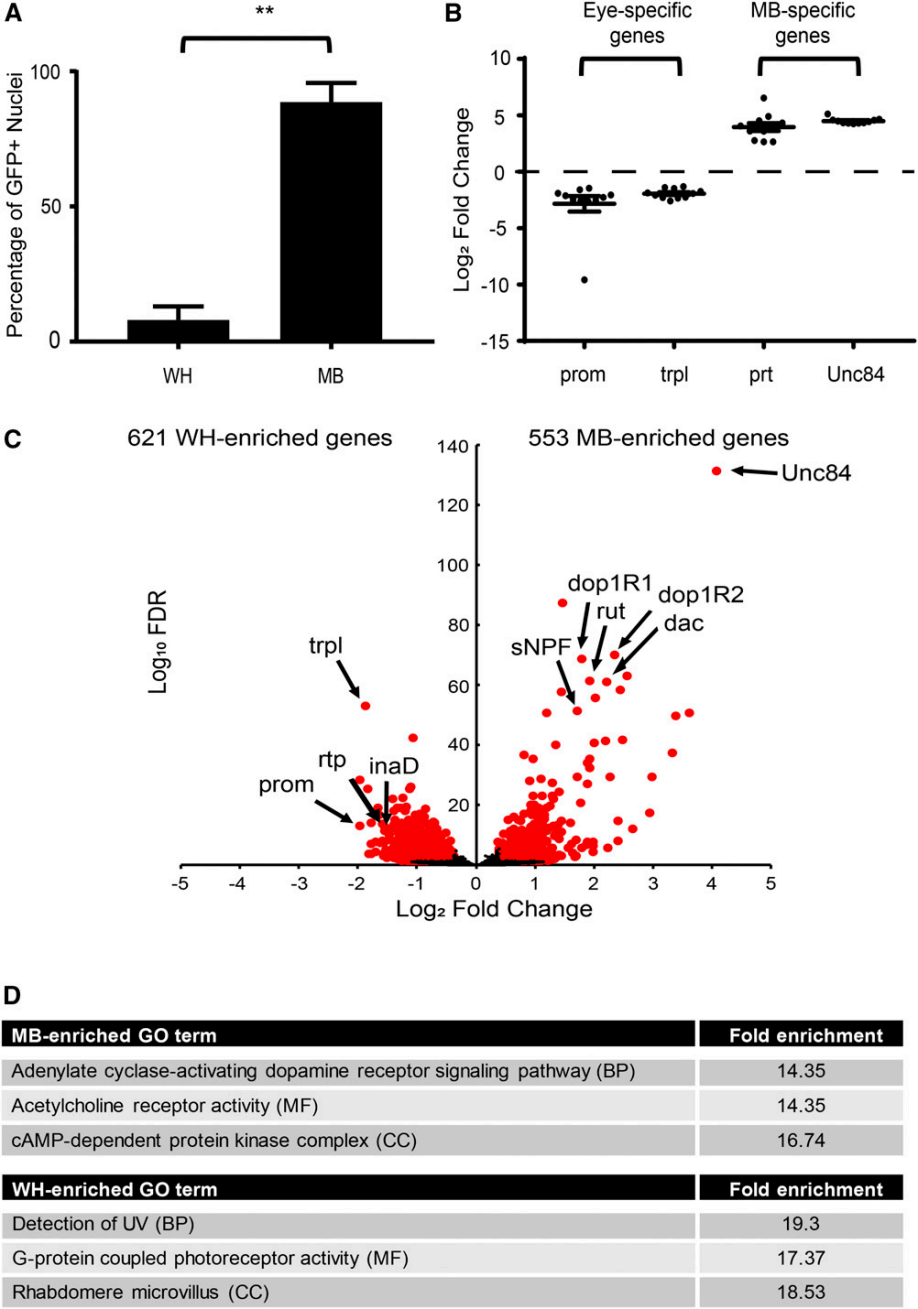
INTACT yields high-quality MB-enriched RNA. A) Graph showing the average percentage (± SD) of GFP positive nuclei in WH and MB samples obtained using INTACT. The percentage of GFP positive nuclei was determined by counting total nuclei labeled with DRAQ5 (** *P* < 0.01, Student’s *t*-test, n = 3). B) Dot plot showing log2 fold changes for a selection of genes with specific expression in the eye (*prom*, *trpl*), and the mushroom body (MB) (*prt*), as well as the nuclear tag *unc84*. Fold changes were calculated for n = 11 biologically paired WH and MB samples (See Table S1 for details of these samples). The mean and standard error of the mean are indicated. C) Volcano plot showing the results of differential expression (DE) analysis comparing all MB samples (n = 12) to all WH samples (n = 12) (Table S2). 553 and 621 DE genes were significantly enriched in MB and WH, respectively (q < 0.05, fold difference > 1.3). A selection of genes previously known to be enriched in the MB (*rut*, *dac*, *sNPF*, *Dop1R1*, *Dop1R2*) and optical lobe (*trpl*, *prom*, *rtp*, *inaD*), as well as *unc84*, are highlighted. D) Gene ontology (GO) enrichment analysis was performed for MB-enriched and WH-enriched genes. The most enriched GO terms for biological processes (BP), molecular functions (MF) and cellular components (CC) are displayed for both MB and WH-enriched genes (FDR corrected p-value < 0.05, Fisher exact test, minimum four genes, Table S3).

Next, INTACT was used to extract MB nuclei from *MB-unc84* heads at 1h-AR and 24h-AR, as well as from naïve flies matched for age and time-of-day. For each MB sample, we also obtained RNA from nuclei present in the biologically paired WH input for comparison. After verification of RNA quality, sequencing libraries were prepared from both WH and MB samples. Completed libraries were sequenced and reads were aligned to the *D. melanogaster* genome. 

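Nuclear RNA was counted per gene in 12 MB samples and 12 WH samples of male flies. MB nuclei had been pulled out of head extracts by INTACT, in which a nuclear envelope protein, Unc84, joined to GFP is made in the Kenyon cells of the MB and bound by an antibody against GFP. The WH samples held the nuclei of the head extract before this step. The authors trimmed the reads, aligned them to dm6 with STAR and counted uniquely aligned reads per gene with HTSeq, and these deposited counts were used as they stood. Total counts ran from 20292244 to 74198583 (median 38769352) in 4 naïve, 12461996 to 57978480 (median 21688878) in 4 1h-AR and 29573912 to 40438625 (median 31084251) in 4 24h-AR MB samples. In WH samples they ran from 22894808 to 49754003 (median 35046902) in 5 naïve, 15828523 to 41900320 (median 20184796) in 3 1h-AR and 26695827 to 40007496 (median 31318338) in 4 24h-AR samples. Genes with at least 1 count numbered 4404 to 12478 per MB sample and 5034 to 10779 per WH sample. The lowest value belonged to 1h-AR replicate 3 of the MB, which also had the lowest total. MB and WH samples were compared with the quasi-likelihood test of edgeR on counts scaled by TMM, over the 11950 genes with at least 50 counts in all samples together. Genes with an adjusted p under 0.05 and a fold difference above 1.3 were called. Levels are TMM-normalized CPM. Gene lists were tested with camera from limma at a preset correlation of 0.01 between genes, and the adjusted p with an estimated correlation is given where it ends a call. All lists not named in the paper were fixed before the data were examined. Some of them share genes with those the paper named on these samples, and to that extent they are not independent of it. Reads shared between overlapping genes cannot be separated in these counts, and the paper's text does not state whether the counting used strand.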

Samples that had >10 million genic counts were included for downstream analysis, resulting in a total of 12 MB samples (four naïve, four 1h-AR, four 24h-AR) and 12 WH samples (five naïve, three 1h-AR, four 24h-AR) (Table S1).

To confirm consistent enrichment in MB samples we examined gene expression differences between WH and MB samples. DESeq2 was used to normalize gene counts between all MB and WH samples and genes with less than 50 counts across all samples were removed, leaving a total of 11941 genes with sufficient coverage. Log_2_ fold changes were then calculated using normalized counts for biologically paired WH and MB samples. For two samples we did not obtain a true biological pair due to failure during sample preparation, resulting in n = 11 samples that were used in this analysis (see Table S1 for details of read depth and biological pairing). 

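MB samples held much more RNA of Unc84, the INTACT tag, and of prt, a transporter gene expressed in the MB, than WH samples did. RNA of trpl, a photoreceptor channel, and of prom, a protein of the photoreceptor's rhabdomere, was lower. MB and WH samples with the same treatment and replicate number made 11 couples. The log2 ratio of MB over WH was 4.43 ± 0.65 (SD, n = 11 couples) for Unc84 and 3.95 ± 1.29 (SD, n = 11) for prt, and it was positive in all 11 couples for both genes. For trpl the ratio was -1.97 ± 0.33 (SD, n = 11), from -2.61 to -1.45. For prom it was -2.82 ± 2.17 (SD, n = 11), with -9.24 in the couple of 1h-AR replicate 3 and -2.63 to -1.39 in the other 10 couples. Both eye genes were below 0 in all 11 couples. The couples were formed by number, since the paper's own pairing of samples was not used here.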

As expected, eye-specific genes like *prom* and *trpl* were underrepresented in MB-samples, while MB-enriched genes, such as *prt* and *unc84* were overrepresented in the MB samples (Figure 2B). Notably, *unc84* expression was highly enriched and highly consistent across all biological replicates suggesting a high degree of consistency in MB-enrichment after INTACT.

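Unc84 RNA stood at 9494 ± 2892 CPM (SD, n = 12) in MB samples and at 477 ± 234 CPM (SD, n = 12) in WH samples, a log2 fold change of 4.32 (standard error 0.230, adjusted p = 1.98e-14 from edgeR's quasi-likelihood test). The transgene was at 5193 to 14272 CPM in single MB samples and at 198 to 1101 CPM in single WH samples, so that every MB sample was above every WH sample. Across the couples formed by treatment and number, the log2 ratio of Unc84 ran from 2.91 to 5.16. Among MB samples, the lowest level of the tag was in 1h-AR replicate 3 and the highest in 1h-AR replicate 1. Unc84 is a gene of Caenorhabditis elegans.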

To provide further evidence that the nuclei we isolated displayed MB-specific gene expression profiles we performed differential expression analysis between all MB (n = 12) and WH samples (n = 12). We identified 553 and 621 genes (q < 0.05, fold difference > 1.3) that were significantly enriched in either MB or WH samples, respectively (Figure 2C; complete list in Table S2). 

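The strongest MB enrichment among genes whose samples did not overlap belonged to Unc84, Hsp70Bb, CG13055, prt and Ldh, and the strongest WH enrichment to Muc12Ea, prom, rdgA, TfAP-2 and lovit. Ldh, which encodes lactate dehydrogenase, had a log2 fold change of 3.37 in MB over WH (standard error 0.324, adjusted p = 5.39e-09 from edgeR's quasi-likelihood test). Rgk1, a small GTPase gene, and Nep1, a neprilysin gene, stood at 2.60 and 2.36. On the WH side, rdgA, a diacylglycerol kinase of photoreceptors, was at -2.08 (standard error 0.198, adjusted p = 5.27e-09 from the same test), gl, the transcription factor glass of the eye, at -1.85, and Tk, a tachykinin gene, at -1.84. The call of gl was lost without WH 1h-AR replicate 3, WH 24h-AR replicate 1 or MB 24h-AR replicate 2 (log2 fold change -1.86 to -1.81) and with the replicate block of MB and WH samples (log2 fold change -2.22). Hsp70Bb was at 4.09, but it is 1 of several near-identical heat shock genes that may share reads. In all, 408 genes were higher in MB samples and 372 were higher in WH samples among 11950 tested. The 2 groups did not overlap in any sample for 103 of the called genes, where chance gives a share of 7.40e-05%. DESeq2 called 443 and 522 genes on the same thresholds, and limma voom with sample weights 1640 and 914. With the replicate block edgeR called 241 higher and 343 lower, and 517 genes were called with and without it. Without the filter on low counts edgeR called 1186 genes, and without the 4 samples with the fewest genes detected it called 836 higher and 842 lower.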

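RNA of the known MB genes was higher in MB than in WH samples. The transcription factor genes ey and dac stood at 647 ± 165 and 596 ± 104 CPM (SD, n = 12) in MB samples against 102 ± 30.99 and 126 ± 37.8 CPM (SD, n = 12) in WH samples, and their partner toy at 1096 ± 215 against 447 ± 96.4 CPM. The gene rut encodes an adenylyl cyclase and lies on chromosome X of dm6 from 14787478 to 14826073. It was at 2618 ± 599 against 661 ± 152 CPM, a log2 fold change of 1.99 (standard error 0.139, adjusted p = 5.66e-12 from edgeR's quasi-likelihood test). The phosphodiesterase gene dnc was less enriched, with a log2 fold change of 0.62 (standard error 0.147, adjusted p = 0.00641). The gene prt lies on chromosome 3R from 23696372 to 23699027 and was at 137 ± 36.2 against 10.7 ± 6.13 CPM. Log2 fold changes were 3.68 for prt, 2.66 for ey, 2.25 for dac and 1.30 for toy, with adjusted p of 1.60e-08 or less from the same test. With Unc84 and 3 receptor and peptide genes, these made a list of 10 genes of the paper, all 10 of which passed the test in the MB direction, also when adjusted over the list alone (median log2 fold change 2.12, camera adjusted p = 3.02e-36). The paper named them on these samples, so the count is not independent evidence.

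**Figure D1:**
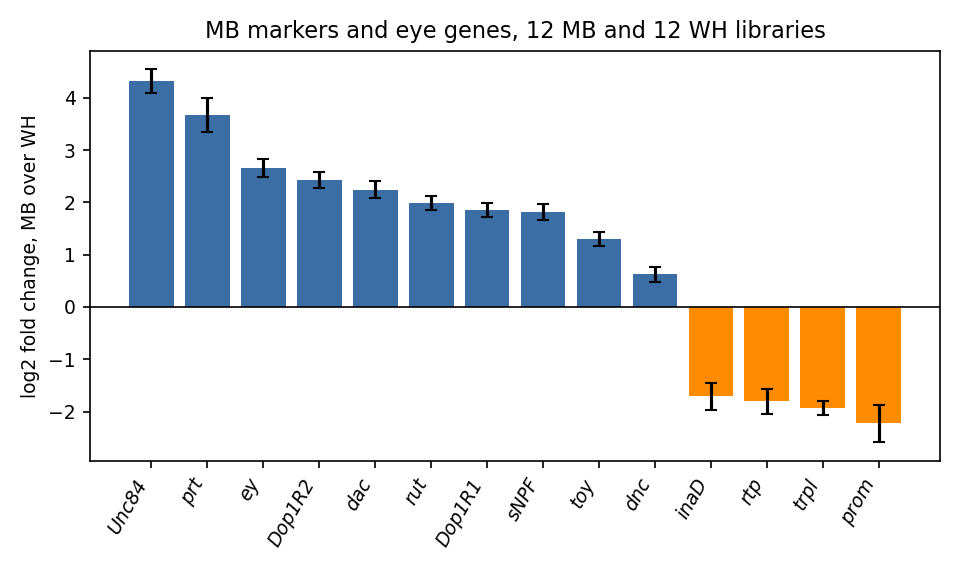
Log2 fold change of MB over WH samples (y axis, no unit) for 10 MB markers, blue, and 4 eye genes, orange. Bars are edgeR's estimates over 12 MB and 12 WH samples and error bars are their standard errors. The values run from 4.32 for Unc84 to -2.23 for prom.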

Many known MB-expressed genes, including *rut*, *dnc*, *prt*, *ey*, *toy*, and *dac* were among the most differentially expressed MB-enriched genes (Livingstone *et al.* 1984; Noveen *et al.* 2000; Brooks *et al.* 2011; Kurusu *et al.* 2000). In contrast, several eye-specific genes, such as *prom*, *trpl*, *inaD*, and *rtp*, were among the most differentially expressed WH-enriched genes (Figure 2C). Additionally, we compared MB-enriched genes to cell surface receptors that were found to be characteristically expressed in α/β and γ KC’s when compared to MBONs (Crocker *et al.* 2016). Indeed, many of these receptors were also found to be enriched in our dataset including: *Dop1R2*, *Dop1R1*, *Dop2R*, *5-HT1B*, *Oamb*, *Octβ1R*, *sNPF*, *GluRIB*, *Ir68a*, *CCKLR-17D1*, *CCKLR-17D3*, *GluRIB*, *and mAChR-A* (Table S2). 

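All 4 eye genes were lower in MB than in WH samples. The channel gene trpl stood at 315 ± 71.8 CPM (SD, n = 12) in MB and 1202 ± 209 CPM (SD, n = 12) in WH samples, a log2 fold change of -1.93 (standard error 0.132, adjusted p = 3.55e-12 from edgeR's quasi-likelihood test). The gene prom lies on chromosome 2R of dm6 from 24415410 to 24428387 and stood at 27.8 ± 12.7 against 130.1 ± 30.2 CPM, a log2 fold change of -2.23 (standard error 0.360, adjusted p = 6.95e-05 from the same test). The scaffold gene of phototransduction inaD and the retinophilin gene rtp had log2 fold changes of -1.70 (standard error 0.258, adjusted p = 2.54e-05) and -1.81 (standard error 0.237, adjusted p = 2.72e-06). Of the exons of rtp, 20.5% overlap those of Mms19, and reads from there cannot be told apart. The list of 4 passed as a whole (median -1.87, camera adjusted p = 4.59e-11), and all 4 passed when adjusted over the list alone. It was chosen by the paper on these samples and is not independent evidence.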

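Receptors for dopamine, octopamine and serotonin were higher in MB samples. The dopamine receptor genes Dop1R2, Dop1R1 and Dop2R had log2 fold changes of 2.43, 1.85 and 1.08 (n = 12 against 12), with adjusted p of 1.49e-12, 1.60e-11 and 2.36e-07 from edgeR's quasi-likelihood test. Oamb and Octbeta1R, both octopamine receptor genes, were at 1.31 and 0.96, and the serotonin receptor gene 5-HT1B was at 1.19 (standard error 0.193). The peptide gene sNPF was at 1.82 (adjusted p = 7.73e-11 from the same test) and the glutamate receptor gene GluRIB at 0.55 (adjusted p = 0.0125). Ir68a, an ionotropic receptor gene, stood at 12.5 ± 8.57 CPM (SD, n = 12) against 1.18 ± 1.32 CPM (SD, n = 12), a log2 fold change of 3.40 (standard error 1.00), and its call was lost in 9 of the 24 fits without 1 sample (log2 fold change 3.28 to 3.38) and with the replicate block (3.91). Of 12 genes of this list, 9 were higher, 0 were lower and 3 did not pass the test, and 11 were higher when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. The 3 were CCKLR-17D1 at 1.33 (adjusted p = 0.218), CCKLR-17D3 at 1.15 (adjusted p = 0.368) and mAChR-A at 0.41 (adjusted p = 0.104, or 0.0267 with DESeq2). The list's median was 1.25 (camera adjusted p = 1.33e-22).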

Finally, we examined gene ontology (GO) terms enriched for biological processes (BP), molecular functions (MF), as well as cellular components (CC), among our lists of MB-enriched and WH-enriched genes (Figure 2D, Table S3). 

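Subunits of protein kinase A, the kinase that cAMP activates, were higher in MB than in WH samples. Pka-R2, a regulatory subunit gene, had a log2 fold change of 1.51 (standard error 0.103, n = 12 against 12) and Pka-C1, the catalytic subunit gene, of 1.47 (standard error 0.104), with adjusted p of 3.55e-12 and 6.20e-12 from edgeR's quasi-likelihood test. Pka-R1 was at 0.97 (adjusted p = 5.87e-07 from the same test). Of 24 genes of cAMP signaling, 8 were higher in MB samples, 3 were lower and 13 did not pass the test (8 and 6 when adjusted over the list alone). The median of the list was -0.04 while camera gave the direction up (adjusted p = 0.0432), so the 2 differ in sign. The camera call was lost, at adjusted p = 0.597 with an estimated correlation, in 12 of the 24 fits without 1 sample (adjusted p from 0.0540 to 0.236) and with the replicate block (adjusted p = 0.509). Of 24 learning and memory genes, 6 were higher and 1 was lower (7 and 2 when adjusted over the list alone), with a median of 0.18 (camera adjusted p = 9.91e-05, and adjusted p = 0.260 with an estimated correlation).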

The most enriched GO terms for MB-enriched genes were “cAMP-dependent protein kinase complex” (CC) and “adenylate cyclase-activating dopamine receptor signaling pathway” (BP) (Figure 2D), which fits with the known importance of dopaminergic modulatory neurons and cAMP signaling in memory formation in the MB (Aso *et al.* 2014; Keleman *et al.* 2012; Blum *et al.* 2009; Zhang *et al.* 2015). The most enriched GO term for MF was “acetylcholine receptor activity”, consistent with previous studies which showed that MB KC’s are cholinergic and receive input from cholinergic olfactory projection neurons (Barnstedt *et al.* 2016; Crocker *et al.* 2016; Gu 2006). In contrast, the most enriched GO terms for the WH enriched genes were all related to eye function, including “detection of UV” (BP), “G-protein coupled photoreceptor activity” (MF) and “rhabdomere microvillus” (CC) (Figure 2D). 

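Nicotinic acetylcholine receptor subunits went both ways. The subunit genes nAChRalpha1 and nAChRalpha2 were higher in MB samples, with log2 fold changes of 0.47 (standard error 0.123, adjusted p = 0.0150) and 0.81 (standard error 0.243, adjusted p = 0.0400) from edgeR's quasi-likelihood test over 12 MB and 12 WH samples. The genes nAChRalpha3 and nAChRalpha7 were lower, at -0.91 (adjusted p = 4.13e-04) and -0.94 (adjusted p = 2.90e-05). Ace, the enzyme that breaks acetylcholine down, was lower too, at -0.82 (adjusted p = 4.97e-05 from the same test). Of 9 subunit genes, 2 were higher, 2 were lower and 5 did not pass the test (2 and 2 when adjusted over the list alone), and the list did not move as a whole (median -0.18, camera adjusted p = 0.481). The call of nAChRalpha2 was lost in 17 of the 24 fits without 1 sample (log2 fold change 0.74 to 0.82) and with the replicate block (0.81). The subunits are close paralogs in places and may share reads there.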

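Photoreceptor genes were lower in MB samples as a group. The gene norpA encodes the phospholipase C of phototransduction and had a log2 fold change of -1.34 (standard error 0.189, adjusted p = 8.98e-06 from edgeR's quasi-likelihood test, n = 12 against 12). The adhesion gene chp of the rhabdomere was at -1.75 (standard error 0.206). Of 24 photoreceptor genes, 16 were lower in MB samples, 0 were higher and 8 did not pass the test (19 lower when adjusted over the list alone). The list had a median log2 fold change of -1.34 (camera adjusted p = 1.88e-22), and its call was kept with an estimated correlation (adjusted p = 0.00737). It holds trpl, prom, inaD and rtp, which the paper named on these samples, so it is not independent evidence in full. Among 4 genes of pigment and cone cells, 1 was lower and the list did not pass (median -0.92, camera adjusted p = 0.351). From the MB genes, receptors and cAMP terms on the one side and the eye genes and eye terms on the other, the paper proposes that INTACT effectively enriched the MB. It also rests this on counts of GFP-positive nuclei under the microscope and on the level of the unc84 tag.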

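Kenyon cell genes were higher in MB samples as a group, while markers of other head tissues moved to different sides. Of 16 Kenyon cell genes, 15 were higher, 0 were lower and 1 did not pass the test (15 higher when adjusted over the list alone), with a median log2 fold change of 1.65 (camera adjusted p = 6.85e-47). Members that the paper named on these samples are ey, toy, dac, prt, rut, dnc, sNPF, Dop1R1, Dop1R2 and Oamb. To that extent the list is not independent evidence. The nuclear receptor gene Hr51 had a log2 fold change of 3.69 (standard error 0.545, adjusted p = 1.78e-05 from edgeR's quasi-likelihood test, n = 12 against 12) and the synaptotagmin gene Sytalpha of 2.11 (standard error 0.165). The glial gene axo was at -1.16 and the fat body gene apolpp, a lipid carrier, at -1.31. Glial genes showed 0 higher and 1 lower of 11 genes (median -0.56, camera adjusted p = 0.00126, and adjusted p = 0.198 with an estimated correlation). Fat body genes showed 0 higher and 2 lower of 14 genes (median -1.30, camera adjusted p = 0.00886, and adjusted p = 0.362 with an estimated correlation). Muscle genes went to the MB side, with 7 higher and 0 lower of 17 genes (median 0.84, camera adjusted p = 2.61e-07, and adjusted p = 0.198 with an estimated correlation). Among them Mhc, the myosin heavy chain, was at 0.96 and Prm, paramyosin, at 1.12. Pan-neuronal genes had a median of -0.19 (camera adjusted p = 0.130).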

Taken together, analysis of genes that are differentially expressed between WH and MB samples revealed a pattern of gene expression that is highly consistent with an effective MB enrichment.

### Gene expression changes after memory acquisition

Next, we used DESeq2 to identify genes that were differentially expressed (DE) in response to courtship conditioning by comparing 1h-AR and 24h-AR to naïve flies. 

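Males were trained for 7 h with a mated female that rejects courtship, or kept naïve, and heads were taken 1 h (1h-AR) or 24 h (24h-AR) after the rejection. The MB was represented by 4 naïve, 4 1h-AR and 4 24h-AR samples and the WH by 5, 3 and 4. Within each tissue, the samples of the 3 treatments were fitted together with edgeR, and each time point was compared with naïve flies and the other time point. The test covered 8565 genes in the MB and 8733 in the WH with a mean of at least 50 counts, the authors' filter. The 8 genes of the Y chromosome among them were left out of the calls. Genes detected ran from 6354 to 12478 in naïve, 4404 to 10929 in 1h-AR and 8805 to 11339 in 24h-AR MB samples, and from 9285 to 10779, 5034 to 10258 and 8661 to 9551 in the WH. Several samples carried more RNA of the accessory gland and testis, tissues outside the head, than the rest. Genes of the accessory gland and testis, summed, stood at 695, 44.4 and 564 CPM in naïve WH replicates 1, 2 and 3 and at 228, 30.3 and 356 CPM in naïve MB replicates 1, 2 and 3. In replicate 1 of the 24h-AR samples they stood at 189.8 CPM in the WH and 67.0 CPM in the MB, and in the other 16 samples at 1.54 CPM or less, all 7 1h-AR samples included. Genes of the Y chromosome took 31.7% of the counts of 1h-AR MB replicate 4, 9.07% of replicate 3 and 2.03% of replicate 2. In the 4 naïve MB samples they took 0.213 to 0.811%. In simulated counts with the spread of the MB samples, edgeR recovered 6% of genes changed 2-fold and 25% of those changed 4-fold between 1h-AR and naïve flies, among 8502 genes, and DESeq2 15% and 36% with 54 unchanged genes called. The median log2 fold change of all genes at 1h-AR was -0.23 in the MB and -0.22 in the WH.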

DE analysis was performed on normalized counts for both WH and MB samples after genes with less than 50 mean counts across all samples were removed, which left 8730 and 8561 genes, respectively, with sufficient coverage. For both WH and MB samples we observed more DE genes at 1h-AR than at 24h-AR (n = 322/23, n = 302/20, for WH and MB sample 1h-AR/24h-AR, respectively). 

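One gene passed the test in each tissue at 1h-AR. In the MB it was jeb, which encodes the secreted ligand of the receptor tyrosine kinase Alk, at 1387 ± 232 CPM (SD, n = 4) 1 h after rejection and 590.3 ± 82.7 CPM (SD, n = 4) in naïve flies. Its log2 fold change was 1.23 (standard error 0.163, adjusted p = 0.0162 from edgeR's quasi-likelihood test). In the WH it was FBgn0266375, a gene without a symbol here, at 69.3 ± 6.42 CPM (SD, n = 3) against 185 ± 27.4 CPM (SD, n = 5), a log2 fold change of -1.42 (standard error 0.194, adjusted p = 0.0410 from the same test). Among MB samples, the call of jeb was lost without naïve replicates 1, 2 or 3 or 1h-AR replicates 2, 3 or 4 (log2 fold change 1.16 to 1.23), and among WH samples that of FBgn0266375 was lost without naïve replicates 2, 3 or 5, 1h-AR replicates 1, 2 or 3 or 24h-AR replicates 2, 3 or 4 (log2 fold change -1.47 to -1.35). Without 1h-AR replicate 1 of the MB edgeR called 257 genes at 1h-AR, 104 higher and 153 lower. At 24h-AR edgeR called 0 genes in the MB and 0 in the WH. At an unadjusted p under 0.05 it had 894 and 1033 genes at 1h-AR and 118 and 220 at 24h-AR. DESeq2, the authors' tool, called 292 genes in the MB at 1h-AR (110 higher, 182 lower) and 15 at 24h-AR. In the WH it called 459 (77 higher, 382 lower) and 77. The lower genes were weakly expressed, with a median of 15.7 CPM in the naïve MB and 9.47 CPM in the naïve WH, and 236 of those of the WH had no count in any 1h-AR sample. The higher genes of the MB had a median of 1011 CPM. Among them 88 did not overlap between the 4 1h-AR and 4 naïve samples, and 649 of all genes tested did not in either direction, where chance gives 2.86%. Voom with sample weights called 34 genes in the MB and 1012 in the WH at 1h-AR, and 160 and 0 at 24h-AR.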

There was some overlap in DE genes between 1h-AR and 24h-AR, and between WH and MB samples, however, most DE genes identified in WH and MB samples were different (Figure 3A). 

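The genes that DESeq2 called in both tissues at 1h-AR included norpA, a phospholipase C, nSyb, the synaptobrevin of synaptic vesicles, Pdp1, a transcription factor of the circadian clock, and jeb. They were 8 higher genes, among 110 of the MB and 77 of the WH over the 8229 genes tested in both, where independent lists would share 1.03. The other 4 were 14-3-3epsilon, CG44247, ChT and qm. MB nuclei were pulled out of head extracts and the WH samples hold them too, so the lists of the tissues are not independent. In the MB jeb aside, norpA had a log2 fold change of 1.09 (standard error 0.303) and Pdp1 of 1.12 (standard error 0.292), neither of which passed edgeR's quasi-likelihood test (adjusted p = 0.153 and 0.136, n = 4 against 4). Lower genes numbered 170 in the MB and 255 in the WH, with 86 shared against 5.27, and the naïve samples that carried genes of the accessory gland and gut were the same replicate numbers in both tissues. Between 1h-AR and 24h-AR, 12 lower genes were shared in the MB (0.319 with independent lists) and 51 in the WH (3.28), and 0 and 2 higher genes. Both time points were compared with the same naïve samples. Unchanged groups simulated against them shared 0.350 and 0.650 lower and 4.15 and 2.45 higher genes on average. With the naïve samples split between the time points, 0 and 7.80 lower genes were shared. The log2 fold changes of all genes at the 2 time points correlated across genes, which are not independent replicates, at r = 0.702 in the MB (simulated 0.500, split 0.378) and 0.744 in the WH (simulated 0.403, split 0.461). Their covariance was 1.06 against 0.847 simulated in the MB and 1.54 against 0.562 in the WH. Over genes with a mean of at least 1000 counts it was 0.197 against 0.203 in the MB and 0.298 against 0.0936 in the WH.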

To investigate trends in gene expression after courtship conditioning we compiled a list of all DE genes that were differentially expressed in at least one of the three pairwise comparisons: 1h-AR *vs.* naïve, 24h-AR *vs.* naïve, and 1h-AR *vs.* 24h-AR (Table S4). This led to the identification of 332 and 342 DE genes for WH and MB samples, respectively. 

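Over the 3 comparisons of a tissue, jeb was the only MB gene and FBgn0266375 the only WH gene that edgeR called. DESeq2 called 323 genes in at least 1 comparison of the MB, with a positive log2 fold change at 1h-AR for 125 and a negative one for 198. In the WH it called 489, of which 81 were positive and 408 negative at 1h-AR. Between 1h-AR and 24h-AR directly, edgeR called 0 genes in either tissue, with 527 genes of the MB and 559 of the WH at an unadjusted p under 0.05. DESeq2 called 117 and 158 and voom 49 and 672. In this comparison Hrb27C, an RNA binding protein gene, was at a log2 fold change of 1.15 (standard error 0.266, adjusted p = 0.318 from edgeR's quasi-likelihood test, n = 4 against 4), and Arc1, a gene of the synapse regulated by neuronal activity, at -0.81 (standard error 0.224).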

For each tissue, we performed *k*-means clustering on log2 fold changes at 1h-AR and 24h-AR (Figure 3B and 3C, Table S5). 

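Among the gene lists of the WH at 1h-AR, those of the accessory gland and testis and of the gut had the most negative medians. Acp26Aa, a seminal fluid protein of the accessory gland, stood at 60.1 ± 77.8 CPM (SD, n = 5) in naïve and 0.0157 ± 0.0272 CPM (SD, n = 3) in 1h-AR samples. The gut genes Mal-A8, a maltase, and alphaTry, a trypsin, stood at 18.5 ± 25.0 and 10.7 ± 11.1 CPM in naïve flies and had no count in the 1h-AR samples. None of the 3 passed edgeR's quasi-likelihood test. Of 15 genes of accessory gland and testis, 15 were below 0 and 0 passed (0 when adjusted over the list alone, and 8 with DESeq2). Their median was -10.35, or -8.08 with genes absent from a group set to the floor of 3 counts per group (camera adjusted p = 0.00322, and adjusted p = 0.688 with an estimated correlation). Of 23 digestive enzyme genes, 23 were below 0 and 0 passed (0 when adjusted over the list alone, 9 with DESeq2), with a median of -7.08, or -6.61 at the floor (camera adjusted p = 0.00322, and adjusted p = 0.701 with an estimated correlation). The camera call of the accessory gland and testis genes was lost also without naïve replicate 3 or 1h-AR replicate 1 (adjusted p from 0.0503 to 0.204), and that of the digestive enzymes without naïve replicate 1 or 1h-AR replicates 1 or 3 (adjusted p from 0.0546 to 0.121). Digestive enzymes took 0.162, 0.0302 and 0.0890% of the counts of naïve WH replicates 1 to 3 but 0.00251 and 0.00493% of replicates 4 and 5, and their median log2 fold change was -0.32 with the accessory gland and testis share as a covariate. K-means clustering was run on the DESeq2 calls, because edgeR's 1 call leaves nothing to cluster. It put the lower genes of the WH mainly in clusters of 127, 33 and 183 genes with mean log2 fold changes at 1h-AR and 24h-AR of -24.73 and -2.62, -20.97 and -24.34, and -8.79 and -4.76, which for genes without counts rest on the fit and are no bounds. Of the 408 negative genes among these calls, 334 were nearer to 0 at 24h-AR (median -10.17 at 1h-AR and -2.82 at 24h-AR).

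**Figure D2:**
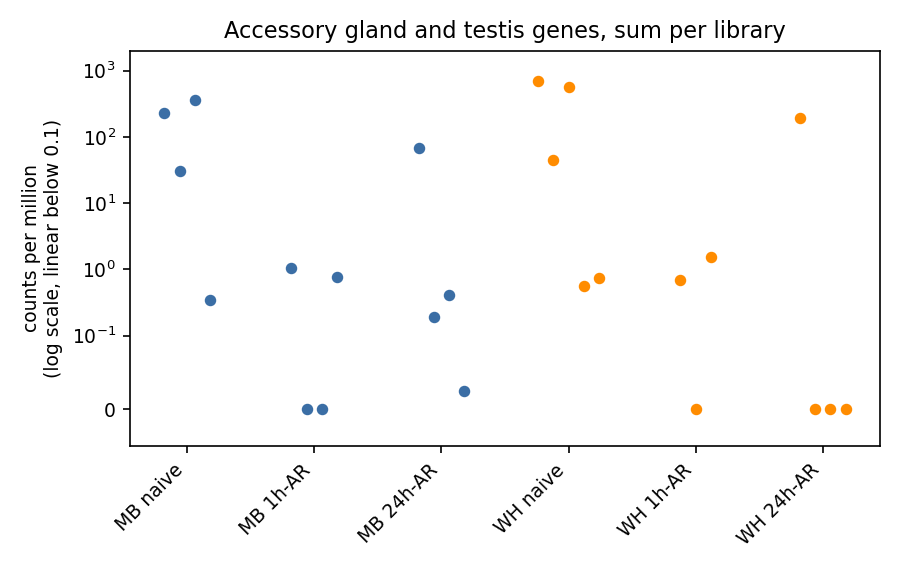
Summed level of the accessory gland and testis genes (y axis, CPM, log scale and linear below 0.1) in each sample of the 6 groups, MB in blue and WH in orange, 1 point per sample. Naïve replicates 1 to 3 of both tissues and 24h-AR replicate 1 of both tissues stand above the rest, from 30.3 to 695 CPM.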

In WH samples, four clusters were identified with two distinct trends: cluster 1 and 2 (n = 22 and 127) contained genes that were downregulated at 1h-AR and either reduced or not changed at 24h-AR (WH-down, Figure 3B and Table S5). 

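In the WH, some genes of synaptic vesicle fusion had positive log2 fold changes at 1h-AR. Rop, the fly Munc18, had a log2 fold change of 1.10 (standard error 0.249, adjusted p = 0.313 from edgeR's quasi-likelihood test and 0.00906 with DESeq2, n = 3 against 5), and comt, which encodes the ATPase that takes SNARE complexes apart, of 1.33 (standard error 0.347, adjusted p = 0.373 and 0.0223). Of EndoA, a protein of vesicle recycling, the log2 fold change was 0.64. None of these passed edgeR's test. The 81 positive genes among the DESeq2 calls had a median log2 fold change of 1.30 at 1h-AR and 0.26 at 24h-AR, where 80 of them were nearer to 0. All of them fell in 1 k-means cluster of 146 genes with 65 lower genes. Genes of cytosolic ribosomal proteins took 0.674 to 0.886% of the counts of the 3 1h-AR samples, 0.906 and 0.917% of naïve replicates 1 and 3, and 0.272 to 0.313% of the other naïve samples. Of 77 such genes, 66 were above 0 and none passed the test alone (0 when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 3.68e-16, and adjusted p = 0.473 with an estimated correlation). In a fit with the accessory gland and testis share as a covariate, chosen after the shares were seen, edgeR called 220 genes of the WH higher and 277 lower at 1h-AR, and the median of the ribosomal protein genes was 1.46.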

Cluster 3 and 4 (n = 72 and 114) contained genes that were upregulated at 1h-AR and either less upregulated or not changed at 24h-AR (WH-up - Figure 3B and Table S5). For MB samples *k*-means clustering revealed five clusters with three distinct expression trends. Cluster 1 (n = 30) contained genes that were downregulated at 1h-AR and upregulated 24h-AR. 

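Arc1, a capsid-like protein gene regulated by neuronal activity, was among the lower genes that DESeq2 called in the MB at 1h-AR, at 90.8 ± 13.6 CPM (SD, n = 4) against 179.6 ± 42.3 CPM (SD, n = 4) in naïve flies. Its log2 fold change was -0.98 at 1h-AR (standard error 0.225, adjusted p = 0.101 from edgeR's quasi-likelihood test) and -0.18 at 24h-AR (standard error 0.222). AcCoAS, which makes acetyl-CoA from acetate, was at -0.67 at 1h-AR and 0.20 at 24h-AR and passed the test at neither time. Of the 198 DESeq2 calls with a negative log2 fold change at 1h-AR, 27 had a log2 fold change of the other sign at 24h-AR. EdgeR called none of them, and k-means on the DESeq2 calls of the MB gave no cluster with a negative mean at 1h-AR and a positive mean at 24h-AR.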

Clusters 2, 3, and 4 (n = 2, 13 and 120, respectively) contained genes that were downregulated at 1h-AR and either downregulated or not changed at 24h-AR (MB-down - Figure 3C and Table S5). 

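Genes of the gut and of the accessory gland and testis had the most negative medians among the gene lists of the MB at 1h-AR. Of 16 digestive enzyme genes, 16 were below 0 and 0 passed edgeR's test (12 when adjusted over the list alone, 7 with DESeq2). Their median was -7.14, or -7.14 with genes absent from a group at the floor (camera adjusted p = 2.86e-06, and adjusted p = 0.170 with an estimated correlation). Of 11 genes of accessory gland and testis, 11 were below 0 and 0 passed (11 when adjusted over the list alone, 3 with DESeq2), with a median of -8.84, or -7.59 at the floor (camera adjusted p = 0.00167, and adjusted p = 0.416 with an estimated correlation). Digestive enzymes took 0.0529, 0.0127 and 0.0523% of naïve MB replicates 1 to 3, 0.00400% of replicate 4 and 0.00127 to 0.00303% of the 1h-AR samples, and their median log2 fold change was -1.61 with the accessory gland and testis share as a covariate. The myosin gene Mhc, of muscle, was at -0.82 (standard error 0.279, adjusted p = 0.246 from edgeR's quasi-likelihood test, 0.0399 with DESeq2, n = 4 against 4), and of 16 muscle genes 15 were below 0 (median -0.76, camera adjusted p = 0.0111, and adjusted p = 0.507 with an estimated correlation). The camera call of the muscle genes was lost also without naïve replicates 3 or 4 or 1h-AR replicate 1 (adjusted p from 0.0705 to 0.772), and that of the accessory gland and testis genes without naïve replicate 3 or 1h-AR replicate 1 (adjusted p from 0.0684 to 0.0726). The median of the muscle genes was -0.87 with the accessory gland and testis share as a covariate. The lower genes called by DESeq2 formed k-means clusters of 16, 56, 14 and 60 genes, with means at 1h-AR and 24h-AR of -24.83 and -2.96, -9.76 and -5.09, -8.88 and -12.64, and -6.89 and -3.21, and 52 more stood in a cluster with the higher genes. Their median was -7.62 at 1h-AR and -3.26 at 24h-AR.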

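Hrb27C and Syngr had positive log2 fold changes in the MB at 1h-AR. Hrb27C, an RNA binding protein, had a log2 fold change of 1.25 (standard error 0.267, adjusted p = 0.101 from edgeR's quasi-likelihood test, n = 4 against 4) and Syngr, synaptogyrin of synaptic vesicles, of 1.00 (standard error 0.178, adjusted p = 0.101 from the same test). DESeq2 called both, with adjusted p of 0.00215 and 4.16e-04. Its calls held 125 genes with a positive log2 fold change at 1h-AR, all in 1 k-means cluster of 177. They had a median log2 fold change of 0.75 at 1h-AR and 0.09 at 24h-AR, and 125 were nearer to 0 at 24h-AR. EdgeR called only jeb among them. Genes of the gut and of the accessory gland and testis took larger shares of the counts in naïve MB replicates 1 to 3 than in any 1h-AR MB sample, and Y genes took the largest shares of counts in 1h-AR replicates 4 and 3. Without the 2 1h-AR and 1 naïve MB samples with the fewest genes detected, chosen after the data were seen, the median log2 fold change of the 110 genes that DESeq2 called as higher against naïve flies was 0.57 in place of 0.82, and 109 kept their sign.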

Cluster 5 (n = 174) contained genes that were upregulated at 1h-AR and either upregulated or not changed at 24h-AR (MB-up - Figure 3C and Table S5). This clustering allowed us to identify gene groups with similar expression trends and emphasized the relatively strong effect of sexual rejection at 1h-AR.

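In the MB most genes called by DESeq2 lay closer to naïve levels at 24h-AR than at 1h-AR. Of the 125 higher and 198 lower genes of the DESeq2 calls, 125 and 182 had a smaller log2 fold change at 24h-AR. At 24h-AR the calmodulin gene Cam was at a log2 fold change of 0.22 (standard error 0.244, n = 4 against 4) and DopEcR, a dopamine and ecdysone receptor, at 0.20 (standard error 0.163). In the direct comparison of 1h-AR with 24h-AR they were at 0.87 (standard error 0.245) and 0.76 (standard error 0.164). In the WH at 24h-AR, Rop was at 0.35 (standard error 0.232). The genes were picked by their calls, most of which were made at 1h-AR, and such a choice alone leaves smaller values at the other time. The difference between the time points passed edgeR's test for none of these genes (adjusted p = 0.407 for Cam and 0.295 for DopEcR). DESeq2 called Cam and DopEcR as higher at 1h-AR than at 24h-AR in the MB.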

**Figure 3:**
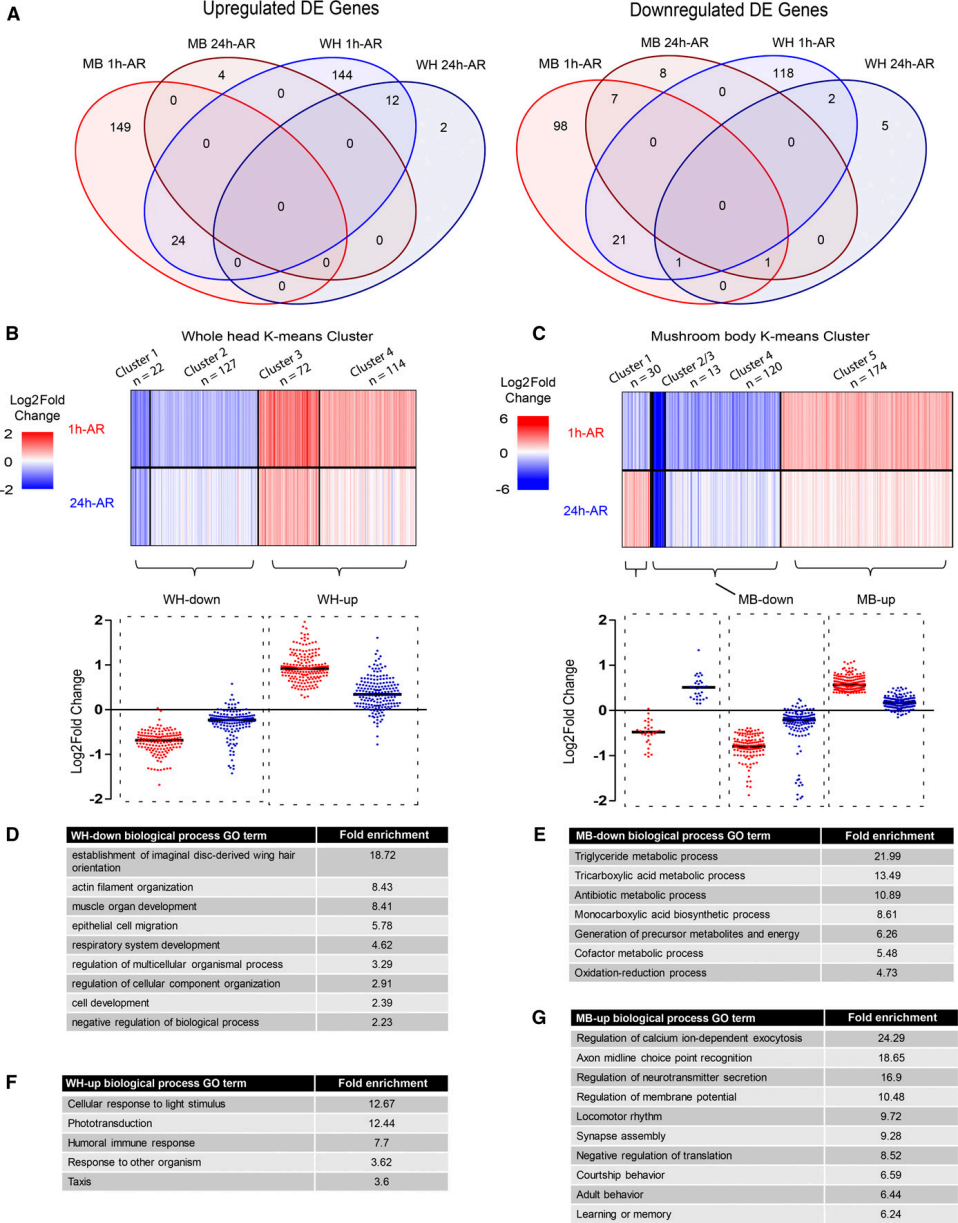
Differential expression and clustering analysis of MB and WH RNA sequencing. A) Venn diagram showing overlap between MB and WH differentially expressed (DE) genes (q < 0.05, fold difference 1.3 up or down) for both upregulated and downregulated genes (File S4). (B-C) Cluster analysis of WH and MB DE genes identified by DESeq2 (q < 0.05, fold difference 1.3 up or down). Log_2_ fold change data were obtained for significant DE genes at both one hour, as well as 24-hour time points and clustered using *k*-means. Heatmap shows the individual log_2_ fold changes for each gene. Dot plot shows log_2_ fold changes for genes with similar expression trends (File S5). (B) Four clusters were identified for WH DE genes, with two distinct trends. Cluster 1 and 2 were downregulated at both time-points (WH-down) and cluster 3 and 4 were upregulated at both time-points (WH-up). C) Five clusters were identified for MB DE genes with three distinct trends. Cluster 1 was downregulated 1h-AR and upregulated 24h-AR. Cluster 2, 3 and 4 were downregulated at both time-points (MB-down). Cluster 5 was upregulated at both time-points (MB-up). (D-G) GO enrichment analysis for biological processes using PANTHER (*P* < 0.05, Binomial test with Bonferroni correction, minimum 5 genes, sorted by hierarchical view). The top GO terms, heading each GO hierarchical cluster are displayed, sorted by fold enrichment (Table S6), for (D) WH-down, (E) MB-down, (F) WH-up, (G) MB-up.

### Courtship conditioning is associated with MB-specific downregulation of metabolic genes

To investigate the functions of genes that are differentially expressed in response to courtship conditioning, we first performed GO enrichment analysis for gene clusters with similar expression trends. 

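Genes of development named on fixed lists did not pass edgeR's test without a covariate in the WH at 1h-AR, alone or as lists. The planar polarity genes pk and fz had log2 fold changes of -0.65 (standard error 0.220, adjusted p = 0.394) and -0.77 (standard error 0.331, adjusted p = 0.402) from edgeR's quasi-likelihood test over 3 1h-AR and 5 naïve samples. The formin gene form3 and the tropomyosin gene Tm1, both of the actin cytoskeleton, were at -0.52 and -0.61. Of 11 planar polarity genes 8 were below 0 and 0 passed the test (0 when adjusted over the list alone, median -0.44, camera adjusted p = 0.419). Of 20 genes of actin organization 14 were below 0 and 0 passed (0 when adjusted over the list alone, median -0.29, camera adjusted p = 0.762), and of 12 genes of the ecdysone response, which drives metamorphosis, 9 were below 0 and 0 passed (0 when adjusted over the list alone, median -0.28, camera adjusted p = 0.657). In the fit with the accessory gland and testis share as a covariate, pk, form3 and Tm1 were called lower and Act5C, an actin gene, higher, which made 1 of 11 planar polarity genes and 2 of 20 genes of actin organization lower, and 4 of 12 genes of the ecdysone response and 3 of 16 muscle genes were lower too. Enrichment of gene ontology terms was not analysed here.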

For WH-down genes (n = 149, Figure 3B) we observed, almost exclusively, enrichment of GO terms related to development, for example, “metamorphosis”, “cell differentiation”, and “cell migration” (Figure 3D and Table S6). 

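Most genes of lipid metabolism lay below 0 in the MB at 1h-AR. The lipase gene bmm, which breaks down stored fat, had a log2 fold change of -2.04 (standard error 0.457, adjusted p = 0.101 from edgeR's quasi-likelihood test, n = 4 against 4). ACC, the first enzyme of fatty acid synthesis, was at -0.76 (standard error 0.162), and both were called by DESeq2 (adjusted p = 6.75e-04 for bmm). Of 16 genes of lipid metabolism 14 were below 0 and 0 passed edgeR's test (6 when adjusted over the list alone, 5 with DESeq2), and the list passed as a whole (median -0.80, camera adjusted p = 1.40e-04), a call lost at adjusted p = 0.0598 with an estimated correlation. Of 19 genes of the Krebs cycle 13 were below 0 (median -0.46, camera adjusted p = 0.204), and of 48 genes of oxidative phosphorylation 33 (median -0.31, camera adjusted p = 0.722), and neither list passed. None of their genes was called by edgeR over all genes, and 0 and 0 were lower when adjusted over the list alone. In the same comparison accessory gland and testis RNA stood at 30.3 CPM or more in naïve MB replicates 1 to 3 and near 0 in the 1h-AR samples. With the share of that RNA as a covariate, the median of the lipid metabolism genes was -0.73, with 2 of 16 above 0. It was -0.38 for the Krebs cycle and -0.24 for oxidative phosphorylation. In the WH at 1h-AR without the covariate, 15 lipid metabolism genes had a median of -0.28. DESeq2 called bmm and FASN2 of this list lower there too. The medians in the WH were -0.08 for the Krebs cycle and 0.44 for oxidative phosphorylation.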

For MB-down genes (n = 135, Figure 3C) we observed enrichment only of GO terms related to metabolism (Figure 3E and Table S6). In fact, over half (n = 73) of the MB-specific downregulated genes are annotated with the term “metabolic processes” (Table S6). Notably, there was no overlap in enriched GO terms between WH-down and MB-down genes. The highly specific effect of courtship conditioning on the regulation of metabolic genes in the MB is very interesting as metabolic changes are known to be important for the formation of LTM and in response to synaptic activity (Bas-Orth *et al.* 2017; Segarra‐Mondejar *et al.* 2018; Goyal *et al.* 2014; Plaçais *et al.* 2017; Tadi *et al.* 2015). We see MB-specific downregulation of genes encoding mitochondrial proteins involved in the Krebs cycle (Mdh1, Acon, Ldh, ScsβA) and the electron transport chain (blw, ATPsynβ, ATPsynγ, ND-51) (Table S5). This downregulation of genes involved in oxidative glucose metabolism suggests a shift toward aerobic glycolysis, known as the Warburg effect, where cells favor non-oxidative glucose metabolism despite the presence of oxygen (Chen *et al.* 2015). This type of metabolism is seen in mammalian neurons in response to synaptic activity and LTM formation (Bas-Orth *et al.* 2017; Segarra‐Mondejar *et al.* 2018; Tadi *et al.* 2015). 

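Of the 8 genes, 7 had negative log2 fold changes in the MB at 1h-AR, and Ldh did not. In the Krebs cycle, the malate dehydrogenase gene Mdh1 had a log2 fold change of -0.88 (standard error 0.362), the aconitase gene mAcon1, taken for Acon, of -0.81 (standard error 0.279) and ScsbetaA, a succinyl-CoA synthetase subunit, of -0.57 (standard error 0.241). Ldh was at 0.21 (standard error 0.516, adjusted p = 0.979 from edgeR's quasi-likelihood test, n = 4 against 4). The ATP synthase subunit gene blw stood at 205 ± 131 CPM (SD, n = 4) in 1h-AR and 444 ± 57.1 CPM (SD, n = 4) in naïve samples, a log2 fold change of -1.12 (standard error 0.368, adjusted p = 0.238 from the same test). Its partners ATPsynbeta and ATPsyngamma and the complex I subunit gene ND-51 were at -0.90, -0.89 and -0.78. None of the 8 passed edgeR's test (adjusted p from 0.238 to 0.979), 7 were lower when adjusted over the list alone, and DESeq2 called only blw (adjusted p = 0.0478). The list had a median of -0.85 (camera adjusted p = 0.0463, and adjusted p = 0.416 with an estimated correlation), and it was chosen by the paper on these samples, so it is not independent evidence. Its camera call was also lost without naïve replicates 1, 3 or 4, 1h-AR replicates 1 or 2 or 24h-AR replicate 1 (adjusted p from 0.0528 to 0.283). With the accessory gland and testis share as a covariate the list's median in the MB was -0.75. In the WH its median was 0.17 (camera adjusted p = 0.0472, and adjusted p = 0.664 with an estimated correlation), and the difference between the tissues had a median of -1.07 (camera adjusted p = 0.00563, and adjusted p = 0.380 with an estimated correlation). The call in the WH was lost in 8 of the 12 fits without 1 sample (adjusted p from 0.0517 to 0.199) and that of the difference without MB 1h-AR replicate 2 (adjusted p = 0.0594). Of the exons of ATPsynbeta, 8% overlap those of CG11076, and 6.10% of those of ND-51 overlap another gene.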

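Enzymes of glycolysis went both ways in the MB at 1h-AR. Hex-A, the hexokinase that opens the pathway, had a log2 fold change of 1.11 (standard error 0.313, adjusted p = 0.166 from edgeR's quasi-likelihood test, n = 4 against 4). Gapdh1, glyceraldehyde phosphate dehydrogenase, was at -1.10 (standard error 0.279), Eno, enolase, at -0.72 (standard error 0.184) and PyK, pyruvate kinase, at -0.77 (standard error 0.255), with adjusted p from 0.128 to 0.240 from the same test. DESeq2 called Gapdh1 (adjusted p = 0.00469) and Eno (adjusted p = 0.0113) as lower. Of 12 glycolysis genes 8 were below 0 and 0 passed edgeR's test (1 higher and 3 lower when adjusted over the list alone), and the list did not move as a whole (median -0.45, camera adjusted p = 0.374). Its median was -0.49 with the accessory gland and testis share as a covariate. From the lower genes of oxidative metabolism, the paper proposes a shift of the MB toward aerobic glycolysis.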

Aerobic glycolysis may serve to protect neurons against oxidative damage and has been suggested as a mechanism to provide precursor molecules that are required for synaptogenesis (Bas-Orth *et al.* 2017; Segarra‐Mondejar *et al.* 2018; Goyal *et al.* 2014; Tadi *et al.* 2015).

### Courtship conditioning is associated with MB-specific upregulation of synaptic proteins and learning and memory pathways

For WH-up genes (n= 186, Figure 3B) all enriched GO terms were related to biological responses, such as “cellular response to light stimulus”, “humoral immune response”, “response to other organism”, and “taxis” (Figure 3F and Table S6). Indeed, 62 of the WH-up genes were annotated with the term “response to stimulus” (Table S6). 

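Photoreceptor genes and immune genes passed as groups, with positive medians, in the WH at 1h-AR by camera at a preset correlation. Rh6, an opsin of the inner photoreceptor R8, stood at 202 ± 74.4 CPM (SD, n = 3) in 1h-AR and 66.6 ± 9.36 CPM (SD, n = 5) in naïve samples, a log2 fold change of 1.60 (standard error 0.302, adjusted p = 0.276 from edgeR's quasi-likelihood test, 3.78e-04 with DESeq2). The main opsin ninaE was at 1.51 (standard error 0.419) and the photoreceptor myosin ninaC at 1.11 (standard error 0.316). Of 24 photoreceptor genes 19 were above 0 and 0 passed (10 when adjusted over the list alone, 5 with DESeq2). The list passed camera (median 0.80, camera adjusted p = 4.98e-15), a call lost at adjusted p = 0.0750 with an estimated correlation. Photoreceptor genes took 3.77, 2.93 and 4.18% of the counts of the 1h-AR samples, 1.64 to 2.54% of the naïve samples and 2.93% of 24h-AR replicate 1. The attacin gene AttB and the bomanin genes BomBc1 and BomS3, peptides against bacteria and fungi, had log2 fold changes of 2.50, 2.61 and 1.97 (standard errors 0.699, 0.653 and 0.467), and PGRP-SB1, a peptidoglycan recognition protein, of 1.90. Of 18 immune genes 17 were above 0 and 0 passed (5 when adjusted over the list alone, 4 with DESeq2), and the list passed camera (median 2.25, adjusted p = 6.51e-13), a call also lost, at adjusted p = 0.0686 with an estimated correlation. Fat body genes, the tissue that makes these peptides, had a median of 1.20 (camera adjusted p = 7.59e-04, and adjusted p = 0.454 with an estimated correlation). Other measures moved with these groups. Mitochondrial genes took 1.01 to 1.20% of the counts of the 1h-AR samples, 0.281 to 0.525% of naïve replicates 2 to 5 and 1.28% of naïve replicate 1, and all 14 genes of the mitochondrial genome were above 0 (median 0.99, camera adjusted p = 1.35e-08, and adjusted p = 0.277 with an estimated correlation). Of 16 muscle genes 15 were below 0 (median -0.71, camera adjusted p = 0.0632). With the accessory gland and testis share as a covariate the median was 1.35 for photoreceptor, 2.13 for immune, 2.03 for fat body, 1.74 for mitochondrial genome and -1.44 for muscle genes. In 1h-AR replicate 2, 32.1% of the genes expected at 50 or more counts from the other WH samples had none. Bomanin genes are close copies that may share reads.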

GO terms related to biological response were also enriched for MB-up genes (n = 174, Figure 3C). There were 5 enriched GO terms common to WH-up and MB-up genes (“response to light stimulus”, “response to abiotic stimulus”, “response to stimulus”, “response to external stimulus”, and “taxis”) (Table S6). Yet the MB-up gene group showed many more enriched GO terms - 181 compared to 15 for WH-up - suggesting a high level of functional relatedness in this gene group. Using annotated protein-protein and genetic interactions, we identified a network of 54 MB-up genes (Figure 4). This network was comprised of genes encoding ion channels, transcription factors, RNA binding proteins, and genes with functional annotations related to synapse formation, synaptic signaling, behavior, and learning and memory (Figure 4). 

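Genes of synaptic release rose as a group in the MB at 1h-AR. Of 21 such genes 18 were above 0 and 0 passed edgeR's test alone (7 when adjusted over the list alone, 2 with DESeq2), with a median log2 fold change of 0.39 (camera adjusted p = 6.16e-14, and adjusted p = 0.00867 with an estimated correlation). Of 10 genes that mark all neurons 9 were above 0 (6 passed when adjusted over the list alone, median 0.43, camera adjusted p = 1.07e-11, and adjusted p = 0.00957 with an estimated correlation). Of 16 Kenyon cell genes 13 were above 0 (3 when adjusted over the list alone, median 0.24, camera adjusted p = 2.27e-11, and adjusted p = 0.0500 with an estimated correlation). The paper named nSyb, Syt1, brp and cac of the all-neuron list and sNPF and Oamb of the Kenyon cell list as higher on these samples. To that extent these lists are not independent evidence. The transcription factor gene toy had a log2 fold change of 0.57 (standard error 0.128, adjusted p = 0.101 from edgeR's quasi-likelihood test, n = 4 against 4). Glial genes, by contrast, had a median of -0.61 (camera adjusted p = 0.637) and genes of cytosolic ribosomal proteins of -0.55 (camera adjusted p = 0.0340, and adjusted p = 0.786 with an estimated correlation), whose camera call was lost also without naïve replicates 1 or 3, 1h-AR replicate 1 or 24h-AR replicate 1 (adjusted p from 0.0585 to 0.860). The naïve MB replicates 1 to 3 carried RNA of accessory gland and testis at 30.3 CPM or more and no 1h-AR sample did. In the fit with the accessory gland and testis share as a covariate, chosen after the shares were seen, the median was 0.33 for synaptic release, 0.28 for genes of all neurons, 0.13 for Kenyon cell genes with 10 of 16 above 0, and -0.13 for ribosomal proteins, and camera was not run in that fit. Of the genes expected at 50 or more counts from the other MB samples, 9.22, 39.4 and 16.0% had none in 1h-AR replicates 2, 3 and 4, and Y genes took 31.7% of the counts of replicate 4.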

Interestingly, some of the most enriched GO categories that were unique for MB-up genes were related to synaptic plasticity (*e.g.*, “regulation of calcium ion-dependent exocytosis”), behavior (*e.g.*, “courtship behaviour”), and memory (“*e.g.* “learning or memory”) (Figure 3G). Taken together, these results suggest that MB-up genes encode a highly interactive group of proteins with biological relevance to learning and memory.

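Genes of RNA binding proteins rose as a group in the MB at 1h-AR, and the learning and memory genes kept no direction with a covariate. Of 24 learning and memory genes 16 were above 0 and 0 passed edgeR's test alone (4 when adjusted over the list alone), with a median of 0.21 (camera adjusted p = 2.61e-07, and adjusted p = 0.0202 with an estimated correlation). With the accessory gland and testis share as a covariate their median was -0.03 with 12 of 24 above 0. Of 17 genes of RNA binding proteins 16 were above 0 (8 when adjusted over the list alone, 6 with DESeq2, median 0.59, camera adjusted p = 1.85e-14, and adjusted p = 0.0105 with an estimated correlation). Among these, mub, a KH domain protein, was at 0.59 (standard error 0.130, n = 4 against 4). The signaling adaptor gene 14-3-3zeta, also known as leonardo and needed for olfactory learning, was at 0.75 (standard error 0.167). Neither passed edgeR's quasi-likelihood test (adjusted p = 0.101 and 0.101). Of 24 genes of cAMP signaling 17 were above 0 (7 when adjusted over the list alone, median 0.26, camera adjusted p = 3.42e-07, and adjusted p = 0.0500 with an estimated correlation). In the fit with that covariate the median was 0.12 with 14 of 24 above 0 for cAMP signaling, and 0.58 with 15 of 17 for RNA binding proteins. These lists hold genes that the paper named as higher on these samples, so they are not independent evidence in full. Learning and memory holds DopEcR, Oamb, stau and orb2, RNA binding stau and orb2, and cAMP signaling Pka-R2, Akap200, Ih, Cngl and nej. Interactions between the encoded proteins were not analysed here.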

**Figure 4:**
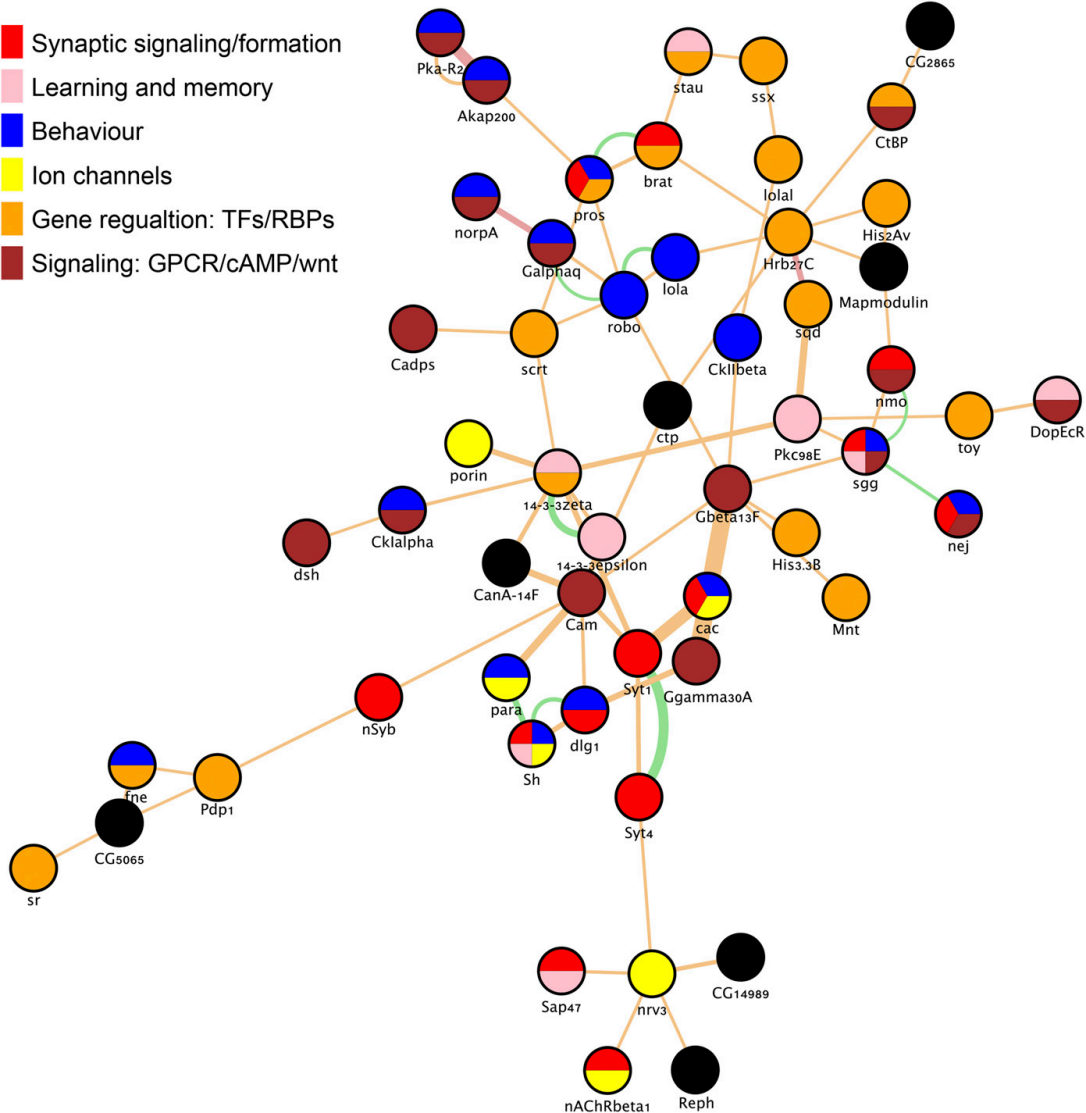
Network analysis of genes that are upregulated in the MB in response to courtship conditioning. Of 178 genes in the MB-up group, 54 form a single network based on a subset protein-protein and genetic interactions that are annotated in geneMANIA (see methods). Each node is color coded to represent selected gene ontology annotations.

Next, we manually curated the MB-up gene group to illustrate how they may be represented in memory-relevant molecular pathways in MB KCs (Figure 5). During learning and memory formation KCs receive olfactory input from over 200 olfactory projection neurons (PNs) that synapse with the dendrites of the calyx (Caron *et al.* 2013). Olfactory signals are reinforced to form memories by sensory signals from modulatory dopaminergic neurons (DANs), which synapse at discrete locations along the axons of the MB lobes (Aso *et al.* 2014). In courtship conditioning, the primary olfactory signal is thought to be the pheromone cVA, which is deposited on females by males during mating (Everaerts *et al.* 2010). Courtship memory is formed when cVA is paired with sexual rejection, which is conveyed to the MB γ lobe via a specific class of DANs (Keleman *et al.* 2012). Long-term courtship memory is also dependent on the production of the hormone ecdysone, which can also act as an input signal to KCs (Ishimoto *et al.* 2009; Ishimoto *et al.* 2013). Olfactory PNs are cholinergic and are thought to stimulate KCs through activation of nicotinic acetylcholine receptors (nAChRs), which are ligand-gated channels that induce calcium influx into KCs (Christiansen *et al.* 2011; Yasuyama *et al.* 2002; Campusano *et al.* 2007). Calcium influx is required for downstream signaling associated with synaptic plasticity and memory formation (Lisman 1994). Among MB-up genes, we noted several genes involved in receiving olfactory signals and mediating downstream calcium dependent signaling (Figure 5). These included genes encoding three nAChR subunits (nAChRα1, nAChRα6, nAChRβ1), the acetylcholinesterase (Ace) involved in acetylcholine recycling, the voltage-gated calcium channel *Ca-β*, the calcium-activated signaling proteins PLC and PKC, and the calcium-binding messenger calmodulin (Cam) (Widmann *et al.* 2016; Pavot *et al.* 2015; Campusano *et al.* 2007). 

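All 7 genes of this group that could be matched had positive log2 fold changes in the MB at 1h-AR. The calmodulin gene Cam stood at 3596 ± 591 CPM (SD, n = 4) in 1h-AR and 1688 ± 284 CPM (SD, n = 4) in naïve samples, a log2 fold change of 1.09 (standard error 0.246, adjusted p = 0.101 from edgeR's quasi-likelihood test). The protein kinase C gene Pkc98E stood at 762 ± 145 against 434 ± 26.5 CPM, a log2 fold change of 0.81 (standard error 0.166). The receptor subunit gene nAChRalpha1 stood at 1074 ± 87.3 against 752 ± 64.0 CPM, at 0.52 (standard error 0.128, adjusted p = 0.128 from the same test), and nAChRalpha6 and nAChRbeta1 were at 0.63 and 0.59. Ace was at 0.61 (standard error 0.178). The phospholipase C was taken as norpA and the kinase as Pkc98E, and Ca-beta was not analysed here. None passed edgeR's test over all genes and 7 did when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. DESeq2 called 5 of them, all but nAChRbeta1 (adjusted p = 0.0745) and Ace (adjusted p = 0.0554). The list had a median of 0.63 (camera adjusted p = 5.73e-12, and adjusted p = 0.0236 with an estimated correlation). Its median was 0.46 with the accessory gland and testis share as a covariate, with 7 of 7 above 0.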

Many MB-up genes also encode proteins involved in receiving modulatory signals, and in the cAMP signaling pathway that is activated by these signals during memory formation (Figure 5). Notably, we identified MB-specific upregulation of four G-protein coupled receptors (GPCR). These included oamb, hec, and SIFaR, all known to be involved in male courtship behavior (Li *et al.* 2011; Sellami and Veenstra 2015; Zhou *et al.* 2012), and DopEcR, an atypical GPCR that responds to both dopamine and ecdysone, and is essential for cAMP signal activation during courtship memory (Ishimoto *et al.* 2013). 

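DopEcR, the dopamine and ecdysone receptor gene, stood at 1267 ± 189 CPM (SD, n = 4) in the MB at 1h-AR and 650.4 ± 86.8 CPM (SD, n = 4) in naïve flies. Its log2 fold change was 0.96 (standard error 0.164, adjusted p = 0.101 from edgeR's quasi-likelihood test, 3.22e-05 with DESeq2, which called it). SIFaR, the receptor of the peptide SIFamide, was at 0.98 (standard error 0.358, adjusted p = 0.272 from the same test). The octopamine receptor gene Oamb was at 0.39 (standard error 0.166) and hec, a receptor of the calcitonin receptor type, at 0.47 (standard error 0.425), with adjusted p of 0.394 and 0.904. DESeq2 did not call these 3 (adjusted p from 0.0898 to 0.758). Together with G proteins and cAMP components named by the paper they made a list of 14, all positive in the MB (12 passed when adjusted over the list alone, 7 with DESeq2, median 0.59, camera adjusted p = 1.15e-17, and adjusted p = 0.00552 with an estimated correlation). The paper chose it on these samples, so it is not independent evidence. Its median was 0.68 with the accessory gland and testis share as a covariate, with 14 of 14 above 0.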

We identified five MB-up genes encoding components of the heterotrimeric G-protein complex (Gαq, Gβ13F, Gγ30A, Gαo, Gγ1), which acts directly downstream GPCRs to induce adenylate cyclase activity and production of cAMP (Livingstone *et al.* 1984; Levin *et al.* 1992). 

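The 5 subunit genes of the heterotrimeric G protein were above 0 in the MB at 1h-AR, 4 of them by more than their standard error. Gbeta13F had a log2 fold change of 0.87 (standard error 0.233), Galphao of 0.74 (standard error 0.201) and Ggamma30A of 0.62 (standard error 0.157), each over 4 1h-AR and 4 naïve samples. Galphaq, the subunit that activates phospholipase C, was at 0.86 (standard error 0.230), but 44.1% of its exons overlap those of CG45086 and the reads cannot be told apart. Ggamma1 was at 0.11 (standard error 0.299). None passed edgeR's quasi-likelihood test (adjusted p from 0.128 to 0.982). DESeq2 called Galphaq (adjusted p = 0.0428), Gbeta13F (adjusted p = 0.0424) and Ggamma30A (adjusted p = 0.0147) but not Galphao (adjusted p = 0.0770) or Ggamma1 (adjusted p = 0.994). Of all 11 G protein subunit genes 7 were above 0 (4 passed when adjusted over the list alone, median 0.15, camera adjusted p = 1.06e-04, and adjusted p = 0.0675 with an estimated correlation), with a median of 0.55 with the accessory gland and testis share as a covariate. The 5 subunits named by the paper are among these 11, so this list is not independent evidence in full. In the WH at 1h-AR, Ggamma1 was at 1.04 (standard error 0.316, n = 3 against 5) and DESeq2 called it there (adjusted p = 0.0471).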

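Genes downstream of cAMP had positive log2 fold changes in the MB at 1h-AR that did not pass alone. Pka-R2, a regulatory subunit of protein kinase A, was at 0.51 (standard error 0.140) and its anchoring protein gene Akap200 at 0.77 (standard error 0.201), over 4 1h-AR and 4 naïve samples. The channel genes Ih and Cngl, which cyclic nucleotides open, were at 0.55 (standard error 0.175) and 0.51 (standard error 0.162), and nej, a histone acetyltransferase that binds CREB, at 0.47 (standard error 0.145). The adjusted p of these 5 genes ran from 0.136 to 0.218 from edgeR's quasi-likelihood test. DESeq2 called Pka-R2 (adjusted p = 0.0392), Akap200 (adjusted p = 0.0383) and Cngl (adjusted p = 0.0449), but not Ih (adjusted p = 0.104) or nej (adjusted p = 0.0503). In the WH the 5 genes ran from -0.56 to 0.02 at 1h-AR over 3 against 5 samples. The difference between the tissues, tested directly, ran from 0.53 to 1.10 (adjusted p from 0.627 to 0.851).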

Several downstream cAMP signaling components were also upregulated specifically in the MB, including regulatory subunits of protein kinase A (PKA-R2), the PKA anchoring protein (Akap200), cAMP-gated ion channels (*Ih*, *Cngl*), and the CREB-binding protein, nej, a histone acetyltransferase that is thought to be involved in LTM-associated gene expression (Alarcón *et al.* 2004; Hirano *et al.* 2016). Thus, many MB-up genes are directly related to receiving and processing the signals that induce courtship memory.

**Figure 5:**
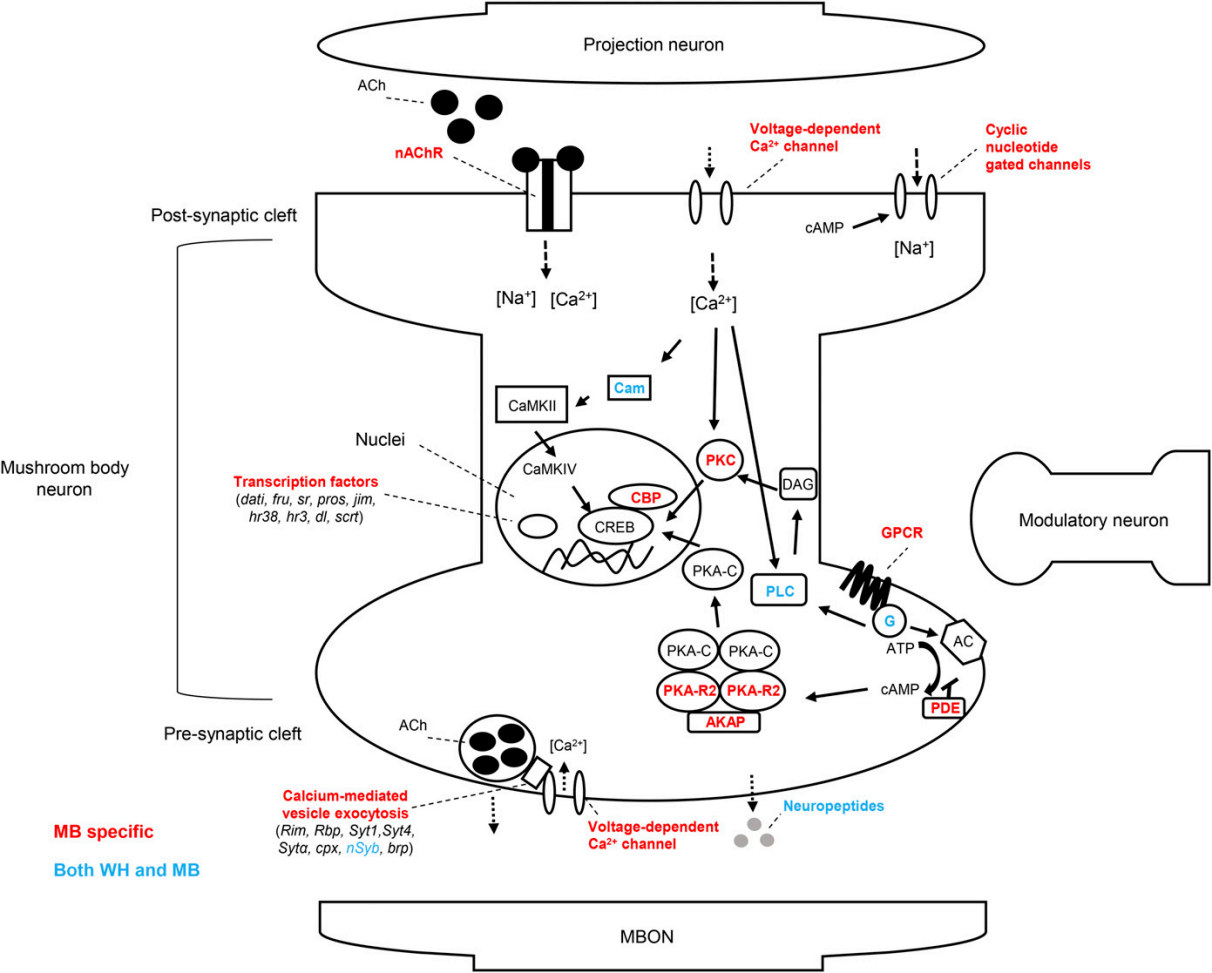
Schematic representation of molecular pathways underlying memory in the mushroom body. Manually curated diagram of memory-relevant molecular pathways in MB Kenyon cells which were identified to be differentially expressed in the MB-up gene group (shown in red). Calcium-dependent, cholinergic, and cAMP signaling pathways are among the molecular pathways represented. Additionally, genes encoding proteins involved in calcium-mediated presynaptic neurotransmitter release, as well as differentially expressed transcription factors are shown.

KC axons provide presynaptic output to 21 MBONs (Aso *et al.* 2014). 

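All 9 genes of presynaptic release named here were above 0 in the MB at 1h-AR. The synaptobrevin gene nSyb stood at 1919 ± 141 CPM (SD, n = 4) in 1h-AR and 1125 ± 87.5 CPM (SD, n = 4) in naïve samples, a log2 fold change of 0.77 (standard error 0.164, adjusted p = 0.101 from edgeR's quasi-likelihood test). The calcium sensors Syt1 and Syt4 were at 0.66 and 0.61 (standard errors 0.176 and 0.155), and complexin, cpx, which clamps SNARE complexes, at 0.51 (standard error 0.129). DESeq2 called these 4 genes, with adjusted p from 0.00219 to 0.0178. The docking protein genes Rim and Rbp, Sytalpha, the calcium channel gene cac and the active zone gene brp were at 0.38, 0.40, 0.43, 0.44 and 0.42, with adjusted p from 0.246 to 0.431 from edgeR's test. None of the 9 passed over all genes and 9 did when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. The median was 0.44 (camera adjusted p = 2.19e-15, and adjusted p = 0.0117 with an estimated correlation). It was 0.33 with the accessory gland and testis share as a covariate, with 9 of 9 above 0. In the WH, nSyb was at 0.77 (standard error 0.196, n = 3 against 5), and DESeq2 called it there too (adjusted p = 0.00732).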

Several MB-up genes encode proteins involved in calcium-mediated presynaptic neurotransmitter release, including the synaptic vesicle docking proteins RIM and RBP, the synaptotagmins (Syt1, Syt4, Sytα), components of the SNARE complex (cpx and nSyb), the presynaptic calcium channel cacophony, and the active zone marker brp (Figure 5) (Deitcher *et al.* 1998; Kittel and Heckmann 2016; Huntwork and Littleton 2007; Liu *et al.* 2011; Knapek *et al.* 2011). We also observed upregulation of two neuropeptides, Nplp2, and sNPF. sNPF is has been shown to act synergistically with ACh in communicating to MBONs in the context of olfactory memory formation (Barnstedt *et al.* 2016). Thus, many MB-up genes are involved in pre-synaptic neurotransmission and it can be inferred that these genes may play a role in transmitting memory signals to MBONs (Figure 5).

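The short neuropeptide F precursor gene sNPF was at a log2 fold change of 0.45 (standard error 0.214) in the MB at 1h-AR. Its level was 960.4 ± 306 CPM (SD, n = 4) 1 h after rejection and 703 ± 127 CPM (SD, n = 4) in naïve flies. It did not pass edgeR's quasi-likelihood test (adjusted p = 0.493) and DESeq2 did not call it (adjusted p = 0.513). At 24h-AR it was at 0.04 (standard error 0.214). Nplp2 was not analysed here.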

Finally, we also observed upregulation of many genes encoding transcription factors and RNA binding proteins. 

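The dendritic RNA transport gene stau stood at 409 ± 19.2 CPM (SD, n = 4) in the MB at 1h-AR and 275 ± 27.1 CPM (SD, n = 4) in naïve flies, a log2 fold change of 0.57 (standard error 0.172, adjusted p = 0.194 from edgeR's quasi-likelihood test, 0.147 with DESeq2). The gene orb2, which encodes a CPEB protein of local translation, was weakly detected, at 20.7 ± 22.5 against 4.35 ± 6.67 CPM, and its log2 fold change of 2.25 had a standard error of 1.65 (adjusted p = 0.831 from the same test). Of its exons 14.8% overlap those of CG43783, and reads from there cannot be told apart. In the WH at 1h-AR stau was at 0.66 (standard error 0.238, n = 3 against 5).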

RNA binding proteins like stau and Orb2 are thought to be involved in LTM formation through localized regulation of translation at synapses (Dubnau *et al.* 2003; Khan *et al.* 2015). Some of the transcription factors in the MB-up group have known roles in courtship behavior, such as dati, fru and pros (Grosjean *et al.* 2007; Schinaman *et al.* 2014; Manoli *et al.* 2005). 

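The transcription factor gene pros stood at 6867 ± 711 CPM (SD, n = 4) in the MB at 1h-AR and 4470.2 ± 659 CPM (SD, n = 4) in naïve flies, a log2 fold change of 0.62 (standard error 0.163, adjusted p = 0.136 from edgeR's quasi-likelihood test, 0.0241 with DESeq2, which called it). The zinc finger gene dati was at 0.60 (standard error 0.151) and was also called by DESeq2 (adjusted p = 0.0168). The gene fru, which shapes the male nervous system, was at 0.46 (standard error 0.186, adjusted p = 0.356) and was called by neither. With stau, orb2, sr and Hr38 they made a list of 7, all above 0 (6 passed when adjusted over the list alone, median 0.62, camera adjusted p = 1.84e-10, and adjusted p = 0.00552 with an estimated correlation). It was chosen by the paper on these samples and is not independent evidence. Its median was 0.70 with the accessory gland and testis share as a covariate, with 7 of 7 above 0.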

Interestingly, we identified MB-specific upregulation of sr and Hr38, which are transcription factors that have been proposed as markers of neuron activation in insects (Fujita *et al.* 2013; Lutz and Robinson 2013; Chen *et al.* 2016).

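RNA of Hr38, an orphan nuclear receptor induced by neuronal activity, stood at 621 ± 234 CPM (SD, n = 4) in the MB at 1h-AR and 304 ± 46.7 CPM (SD, n = 4) in naïve flies. The zinc finger gene sr, the fly Egr, stood at 283 ± 123 against 138 ± 22.0 CPM. Their log2 fold changes were 1.03 (standard error 0.267, adjusted p = 0.134) and 1.04 (standard error 0.267, adjusted p = 0.131) from edgeR's quasi-likelihood test, which neither passed. DESeq2 called Hr38 (adjusted p = 0.0241) and sr (adjusted p = 0.0286). At 24h-AR Hr38 was at 0.29 (standard error 0.265) and sr at 0.06 (standard error 0.264). Of 8 activity-regulated genes 7 were above 0 (2 higher and 1 lower when adjusted over the list alone), and the list passed camera (median 0.41, camera adjusted p = 0.0495), a call lost at adjusted p = 0.135 with an estimated correlation and without naïve replicates 1, 2 or 4, 1h-AR replicates 3 or 4 or 24h-AR replicate 1 (adjusted p from 0.0566 to 0.178). The member below 0 was Arc1. Hr38 and sr, which the paper named on these samples, are members, so this list is not independent evidence in full. Its median was 0.55 with the accessory gland and testis share as a covariate.

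**Figure D3:**
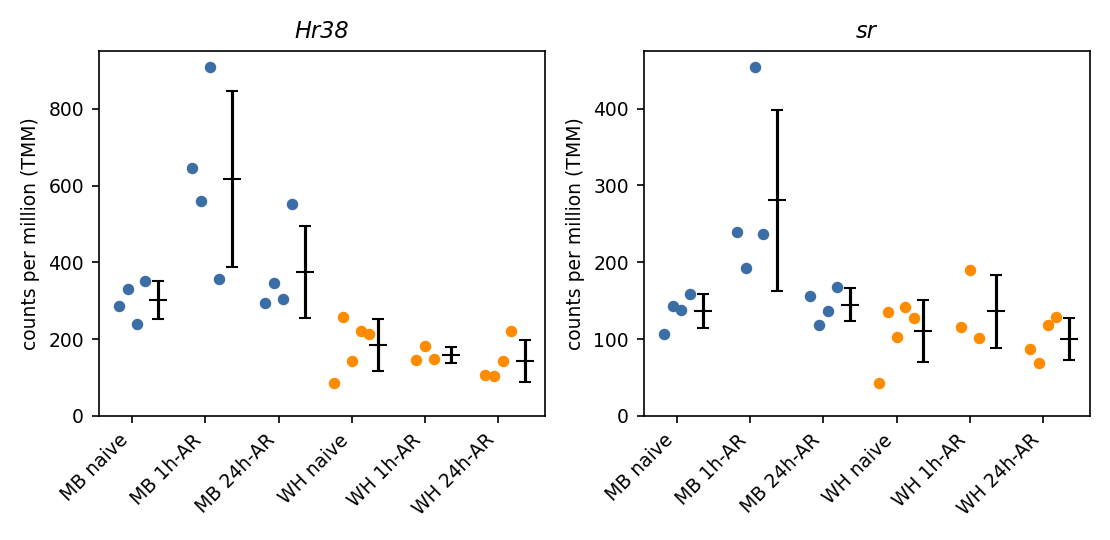
Levels of Hr38 and sr (y axis, CPM, TMM-normalized) in each sample of the 6 groups, MB in blue and WH in orange, 1 point per sample, with the mean and SD of each group in black. Levels are normalized over all 24 samples together, and the 1h-AR means of the MB are 618 for Hr38 and 281 for sr.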

## Discussion

Understanding transcriptional changes that are required in neurons to mediate LTM is an important challenge in neuroscience. Many studies have identified gene expression changes after memory acquisition in *Drosophila* (Winbush *et al.* 2012; Bozler *et al.* 2017; Dubnau *et al.* 2003; Crocker *et al.* 2016) and this approach has been used to identify new genes involved in memory formation (Bozler *et al.* 2017; Dubnau *et al.* 2003; Crocker *et al.* 2016). However, we still understand very little about the spatial and temporal requirement for transcription in LTM. When are critical memory genes activated and in which neurons? Here, we used MB-specific transcriptional profiling to identify changes in transcript levels that occur in response to courtship conditioning, an ethological memory paradigm that is commonly used in *Drosophila*. This analysis revealed gene expression changes in established learning and memory pathways that occurred for the most part at 1 hr after courtship rejection, but not after 24 hr. 

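In the MB the neuronal gene groups that were higher at 1h-AR had smaller values at 24h-AR. The GPCR and cAMP genes named by the paper had a median log2 fold change of 0.16 at 24h-AR (camera adjusted p = 0.00718, and adjusted p = 0.260 with an estimated correlation), the presynaptic genes of 0.15 (camera adjusted p = 0.00137, and adjusted p = 0.264 with an estimated correlation), the acetylcholine and calcium genes of 0.20 (camera adjusted p = 0.00368, and adjusted p = 0.338 with an estimated correlation) and the transcription and RNA binding genes of 0.15 (camera adjusted p = 0.0316, and adjusted p = 0.260 with an estimated correlation). The difference was tested directly, between the 4 1h-AR and 4 24h-AR samples. The medians were 0.41 (camera adjusted p = 2.58e-17, and adjusted p = 0.00722 with an estimated correlation) for GPCR and cAMP genes, 0.34 (camera adjusted p = 9.57e-15, and adjusted p = 0.00801 with an estimated correlation) for presynaptic genes, 0.49 (camera adjusted p = 8.09e-11, and adjusted p = 0.0251 with an estimated correlation) for acetylcholine and calcium genes and 0.49 (camera adjusted p = 6.10e-10, and adjusted p = 0.00920 with an estimated correlation) for transcription and RNA binding genes. These 4 lists come from the paper, which chose them at 1h-AR on these samples, so they are not independent evidence. Of the lists not named by the paper, synaptic release (median 0.20, camera adjusted p = 1.57e-14, and adjusted p = 0.00644 with an estimated correlation) and learning and memory (median 0.10, camera adjusted p = 1.17e-05, and adjusted p = 0.0245 with an estimated correlation) were also higher at 1h-AR than at 24h-AR, by smaller medians. The learning and memory list holds DopEcR, Oamb, stau and orb2, which the paper named as higher on these samples. In the same comparison the medians were -0.59 for glia, -1.83 for fat body, 0.04 for muscle and -0.01 for photoreceptor genes. They were -0.75 for lipid metabolism and -0.36 for ribosomal protein genes. The 24h-AR MB samples had 8805 or more genes detected, against 4404 in the lowest 1h-AR sample. From the calls at 1h-AR and their near absence at 24h-AR, the paper proposes that memory-related processes rise for a limited time in the MB once memory is acquired.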

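RNA binding protein genes had larger log2 fold changes at 1h-AR in the MB than in the WH. Of 17 such genes 15 had a larger log2 fold change in the MB (8 passed when adjusted over the list alone), with a median difference of 0.75 (camera adjusted p = 2.81e-09, and adjusted p = 0.0320 with an estimated correlation). The list holds stau and orb2, which the paper named on these samples. Only bru2, a translational repressor of the bruno family, passed the test of the difference alone, at 1.70 (standard error 0.273, adjusted p = 0.0141 from edgeR's quasi-likelihood test). Its call was lost without WH 1h-AR replicates 2 or 3 (log2 fold change 1.61 to 1.73) and with the replicate block of MB and WH samples (log2 fold change 1.74), where edgeR called 0 genes with 480 at an unadjusted p under 0.05. Its log2 fold change in the WH was -1.39 (standard error 0.227, n = 3 against 5). Among genes named by the paper, the GPCR and cAMP list differed by a median of 0.69 (camera adjusted p = 6.30e-07, and adjusted p = 0.236 with an estimated correlation), the presynaptic list by 0.67 (camera adjusted p = 5.19e-05, and adjusted p = 0.380 with an estimated correlation) and the acetylcholine and calcium list by 0.67 (camera adjusted p = 1.35e-04, and adjusted p = 0.338 with an estimated correlation). The camera calls of these 3 lists were lost with the estimated correlation, and the lists are not independent evidence because the paper chose them on these samples. In the WH alone, their medians at 1h-AR were -0.03 (camera adjusted p = 0.121), -0.20 (camera adjusted p = 0.363) and 0.04 (camera adjusted p = 0.0899). Learning and memory genes had a median difference of 0.29, which did not pass (camera adjusted p = 0.145) and passed with the replicate block (adjusted p = 0.0107). Nicotinic receptor genes differed by 0.79 (camera adjusted p = 1.35e-04, and adjusted p = 0.380 with an estimated correlation) and genes of cytosolic ribosomal proteins by -1.13 (camera adjusted p = 6.57e-13, and adjusted p = 0.380 with an estimated correlation). At 24h-AR edgeR called 0 genes for the difference, with 30 at an unadjusted p under 0.05, DESeq2 27 and voom 0. At 1h-AR edgeR had 455 at an unadjusted p under 0.05, DESeq2 called 56 and voom 146. With RLE scaling in edgeR in place of TMM the median difference of all genes at 1h-AR shifts from 0.01 to -0.09.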

Importantly, canonical memory related pathways were only differentially regulated in the MB and not in biologically paired WH samples. These results suggest that memory related biological processes are transiently upregulated in the MB after memory acquisition, illustrating the importance of sampling time, as well as cell type, in the identification of biologically relevant gene regulation in LTM and offer a valuable list of candidate genes for further investigation.

In our study, we compared males that experienced sexual rejection to naïve socially isolated males. Although samples were collected at least one hour after exposure to a female fly, it is impossible to conclusively differentiate between transcript level changes that occur because of sexual rejection - and long-term memory formation - and changes that might happen in response to any social interaction. Previous studies have looked at gene expression changes that occur in whole heads in response to courtship, male-male interactions, and mating (Ellis and Carney 2011, 2010). As could be expected, in WH samples we do observe a significant overlap with those studies (36 genes, 1.5-fold enrichment, *P* < 0.001). This suggests that some gene expression changes in whole heads represent general responses to social interactions. In contrast, we see no significant overlap between genes identified in these social interaction studies and genes that we observe to be changed in the MB after courtship conditioning (6 genes, 0.26-fold enrichment, *P* > 0.05). This is consistent with the fact that the MB is not required for normal male-female interactions like courtship behavior or mating as MB-ablated flies reproduce normally and even show normal learning in response to sexual rejection (de Belle and Heisenberg 1994; McBride *et al.* 1999). Therefore, it is reasonable to suggest that MB-specific gene expression changes we observed are likely related to memory acquisition.

One major limitation of this study is that we have not functionally or technically validated the DE genes. As with any genomic dataset, there will be false positives. However, several factors suggest that many of the DE genes identified here have a high potential to be true positives and that our overall conclusions are not affected by the presence of false positives. First, we have used several biological replicates as well as a sophisticated software package, DESeq2, which performs among the highest in several measures of DE analysis quality (true positive rate, accuracy, positive predictive value, accuracy) when compared to other available software tools in an independent study (Costa-Silva *et al.* 2017). Second, we have compared results obtained with DESeq2 to NOISeq, another DE analysis program with high ranking quality measures (Tarazona *et al.* 2015; Costa-Silva *et al.* 2017). Although the list of DE genes does differ between the two programs, there is a high degree of overlap in the specific genes, resulting in a very similar enrichment of GO terms for genes that are differentially expressed 1h-AR (Figure S2). Third, some memory induced transcript changes observed here have been seen in other studies, providing indirect technical validation of our dataset. For example, *stau* was shown to be upregulated in whole heads after olfactory conditioning (Dubnau *et al.* 2003). We also see a significant overlap of genes upregulated 24 hr after rejection in Winbush *et al.* (3 genes, 50-fold enrichment, *P* < 0.001), where WH transcript levels were also measured 24 hr after courtship memory acquisition (Winbush *et al.* 2012). Finally, genes that are upregulated in the MB after memory acquisition (from both DESeq2 and NOIseq) show a remarkable correlation with known memory pathways. From post-synaptic receptors, to signaling pathways, to presynaptic neurotransmitter release mechanisms, nearly all known aspects of memory related synaptic plasticity are accounted for (Figures 3-5). In the MB-up group, there are 13 established learning and memory genes (Table S6), thus, functional validation of our dataset is available from the literature.

In general, other *Drosophila* memory transcriptome studies have not observed such a profound effect on known memory related genes and pathways (Crocker *et al.* 2016; Dubnau *et al.* 2003; Bozler *et al.* 2017; Winbush *et al.* 2012). This is likely due to both the sampling time and cell type we investigated. Certainly, memory specific transcriptional signals would be diluted in whole head analysis (Winbush *et al.* 2012; Bozler *et al.* 2017; Dubnau *et al.* 2003). In comparison to other MB specific transcriptome analyses, we do not see overlap in DE genes identified by Widmer *et al.* who profiled MB gene expression for 72 h after olfactory memory acquisition using DamID (Widmer *et al.* 2018). The lack of overlap may be due to differences in the Gal4 driver used targeting a different subset of MB neurons, the different memory paradigm (appetitive olfactory conditioning), or the differences in sampling time. Whereas we have obtained a snapshot view of mRNA transcript levels at two specific time points, Widmer *et al.* collected cumulative changes occurring over four 12-hour periods using the powerful DAM-ID method, which tracks transcription by indirectly measuring the association of polII with DNA. Crocker *et al.* used cell-specific patch clamping to investigate gene expression from MB neurons labeled by the c739-Gal4 and NP1131-Gal4 drivers, 30 min after memory acquisition. However, they identified very few differentially expressed genes in these neurons, which as they explain, is likely due to pooling of many samples that were conditioned with different odors (Crocker *et al.* 2016). The fact that we observed many expected memory genes and pathways to be induced in the MB suggests that we have serendipitously captured a critical time point for gene regulation in the formation of long-term courtship memory. Additionally, it stands to reason that the genes we identified that have not been previously associated with known memory pathways may represent novel mechanisms, which could be further investigated.

Many studies in mouse have profiled transcriptional changes in the hippocampus in response to fear conditioning and other memory paradigms (Zovkic *et al.* 2014; Vogel-Ciernia *et al.* 2013; Tadi *et al.* 2015). Consistent with our observations, these studies show many gene expression changes 30 min after memory acquisition, and not at later time points (Peixoto *et al.* 2015). In general, however, these studies do not identify widespread differential expression of canonical learning and memory pathways as we do in the fly MB (Zovkic *et al.* 2014; Vogel-Ciernia *et al.* 2013; Tadi *et al.* 2015). In mouse, across many different studies, fear conditioning consistently invokes strong activation of immediate early genes such as c-Fos, which are known to be induced in response to neuron firing (Mayford and Reijmers 2016). In insects, neuron activity induced genes have been more elusive, however, two genes, *Hr38* and *sr*, are consistently upregulated in response to a variety of neuronal activation stimuli in flies and other insects (Fujita *et al.* 2013; Lutz and Robinson 2013; Chen *et al.* 2016; Adhikari *et al.* 2018). It is very interesting that we observe these two genes to be specifically activated in the MB in response to sexual rejection. 

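The difference between the tissues was tested for both genes. In the WH at 1h-AR, Hr38 had a log2 fold change of -0.22 (standard error 0.316) and sr of 0.31 (standard error 0.340) over 3 1h-AR and 5 naïve samples. The change in the MB less that in the WH was 1.29 (standard error 0.446, adjusted p = 0.703) for Hr38 and 0.77 (standard error 0.457, adjusted p = 0.990) for sr from edgeR's quasi-likelihood test. Neither passed, and DESeq2 called neither (adjusted p = 0.335 and 0.884).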

No other *Drosophila* memory-related transcriptome study has identified induction of these genes (Bozler *et al.* 2017; Winbush *et al.* 2012; Dubnau *et al.* 2003; Crocker *et al.* 2016; Widmer *et al.* 2018), except for Crocker *et al.* who did identify *Hr38* induction in the MB α/β cells at 30 min after memory acquisition, albeit with a borderline q-value (0.058) (Crocker *et al.* 2016). This suggests that our MB-specific analysis, coupled with an appropriate sampling time, has revealed a parallel mechanism to mammals that has not previously been observed in flies, where the induction of neuron activity induced genes is observed following memory acquisition.

In the future, it will be important to further refine the cell types and sampling times to fully understand transcriptional dynamics associated with memory formation. Indeed, even by focusing on less than 2000 MB cells, the actual circuit involved in the formation and long-term maintenance of the memory is likely composed of far fewer cells. The specific circuits that are required for courtship memory and other memory forms are being elucidated rapidly (Montague and Baker 2016; Zhao *et al.* 2018) and tools are now becoming available to label these cell populations for genomic analysis (Southall *et al.* 2013; Henry *et al.* 2012; Crocker *et al.* 2016). It is likely that further focus on more discrete cell populations will be required to fully understand gene activation in LTM.

How the deposited data were processed for this re-analysis (not part of the article)

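Nuclear RNA of male Drosophila melanogaster 4 to 6 days old was measured in 24 samples, 12 of the MB and 12 of the WH. MB samples comprised 4 naïve, 4 1h-AR and 4 24h-AR replicates, and WH samples 5, 3 and 4. The paper calls these biological replicates. Groups and replicate numbers were taken from the sample labels and the paper.

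For each sample the authors deposited raw read counts per gene, which are not normalized. The authors trimmed the reads by quality with Prinseq, aligned them with STAR to the dm6 genome of Ensembl and to the Unc84 gene of Caenorhabditis elegans, kept uniquely aligned reads and counted them per gene with HTSeq 0.7.1 in its union setting. A read that lies in more than 1 gene is not counted in that setting. Whether the counting used strand is not stated in the paper's text, so genes that overlap on opposite strands were treated as uncertain. Among the genes named, Galphaq, orb2 and rtp share 14.8% or more of their exons with another gene, and Eno, ATPsynbeta, apolpp and ND-51 from 6.10 to 9.70%, and their counts leave out or mix in reads of that part. Near-identical genes, such as those of Hsp70 and the bomanins, lose reads when only unique alignments are kept. Each table of counts has 17560 genes, of which 17253 have a symbol in the annotation used here and 306 others do not, apart from Unc84. No line of reads without a gene was in the tables. Coordinates are those of the dm6 annotation used here.

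Depth ran from 12461996 to 74198583 counts per sample. The samples with the fewest genes detected were among those with low totals, but a total alone does not set that number, since MB naïve replicate 1 thinned to 12461996 counts still detected 12092 genes. A count of many reads can come from few RNA molecules. Reads carry no molecular identifiers here, so intervals and floors that rest on counts cover counting error only. No pair of replicates differed by less than the sampling noise, and each sample was counted as 1 replicate.

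All tests started from the deposited counts, with R 4.3.3. The main test was edgeR 4.0.16, with TMM scaling and the quasi-likelihood F test, and p-values were adjusted by the method of Benjamini and Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 and a fold difference above 1.3, the thresholds of the paper. MB and WH samples were compared over the 11950 genes with at least 50 counts in total. Within a tissue, the 3 treatments were fitted together over genes with a mean of at least 50 counts, 8565 in the MB and 8733 in the WH, and the change in the MB was tested against that in the WH over 8237 genes in a fit of all 6 groups. Of 71 genes on the Y chromosome, 8 were among those tested in each tissue, and Y genes were left out of the calls because their share of the counts varied widely between MB samples. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. A group without any count gives a fitted fold change that depends on the small prior count of the fit, so list medians are also given with such genes at a floor of 3 counts per group.

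Gene groups were tested as 41 lists, 32 of them written for this tissue and treatment and 9 made of the genes that the paper names. Some of the 32 also hold genes that the paper names. In all, 20 listed symbols were not matched to the counts and were not analysed here, Ca-beta and Nplp2 among them. A list needed 3 tested members. Lists were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, and adjusted over the lists of a comparison. Precision weights of voom were capped at their 99th percentile, because the fitted trend gave a few genes extreme weights. Counts of called members are given over all genes and adjusted over the list alone. The genes named are, per comparison, every gene the paper names, the 10 highest and 10 lowest log2 fold changes among called genes whose samples do not overlap between the groups, and up to 4 members of each list with the smallest adjusted p. Genes without a symbol are named by identifier.

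The alternatives were DESeq2 1.42.0, which the paper used, with and without shrinkage of fold changes, limma voom with sample weights, RLE scaling, other filters on low counts, no fold threshold, Y genes kept, treatment as a covariate, other sets of samples in the fit, the replicate number as a block, and each sample left out alone. For lists they were an estimated correlation, fry, RLE scaling, the block and each sample left out. K-means clusters were made from the log2 fold changes at 1h-AR and 24h-AR of genes called by DESeq2, with 5 clusters for the MB and 4 for the WH as in the paper and the best of 100 starts, and no test belongs to them. Alternatives added after the data were seen were fits without the 4 samples with the fewest genes detected, only genes with a mean of at least 1000 counts, edgeR's robust estimates of the spread, and the share of counts on ribosomal protein genes or on genes of accessory gland and testis as a covariate. Intervals of list medians and of ratios of medians are 95% bootstrap intervals over genes from 1000 resamples. They describe the spread between genes, which are not independent.

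The tests were tried on simulated counts with the means, spread and library sizes of these samples and known changes, 2-fold in 100 genes and 4-fold in 100 others. For MB against WH, edgeR recovered 27% of genes changed 2-fold and 43% of those changed 4-fold among 11819 genes, with 18 unchanged genes called. DESeq2 recovered 37% and 60%, with 37 unchanged genes called. For WH 1h-AR against naïve, edgeR recovered 7% and 32% among 8596 genes, with 1 unchanged gene called, and DESeq2 19% and 42%, with 29 unchanged genes called. Enrichment of gene ontology terms, protein interactions, the paper's own pairing of samples and behavioral data were not analysed here. The paper states that each MB sample had a paired WH input, with 11 pairs, and its text does not say whether the replicate numbers mark them. It refers to its supplement for the pairing, which was not used here. Couples of MB and WH samples were formed here by treatment and replicate number, and the block for MB against WH and for the difference between the tissues takes these couples. Figures were drawn with matplotlib 3.10.9.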

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

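The tests of library size, of few RNA molecules in the genes detected and in WH 1h-AR replicate 2, of the genes called higher and lower apart, and all tests of RNA from body tissues were chosen only after the result was seen. For the tests of other cell types, of few molecules over all MB genes called, of the ribosomal protein share and of other splits, predictions were written before their results. The fits for few molecules and for the ribosomal protein share were still added after the data had been seen.

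The number of genes detected differed widely between samples of a group, down to 4404 in MB 1h-AR replicate 3. A difference in library size is argued against as the cause, since MB naïve replicate 1 thinned to the smallest total of 12461996 counts still detected 12092 genes. A candidate explanation is that few RNA molecules were amplified many times: of the genes expected at 50 or more counts in MB 1h-AR replicate 3 from the other MB samples, 39.4% had a count of 0. The same share was 32.1% in WH 1h-AR replicate 2, 22.9% in MB naïve replicate 3 (0 in the other naïve MB samples), 16.0% in MB 1h-AR replicate 4, 9.22% in MB 1h-AR replicate 2, 5.87% in WH 24h-AR replicate 1, 5.44% in WH naïve replicate 3, 3.82% in WH 24h-AR replicate 4, 3.09% in WH naïve replicate 1 and 2.80% in MB 24h-AR replicate 1 (0 to 0.0249% in the others of the MB at 24h-AR), and 1.50% or less in the rest. No biological explanation was tested.

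At 1h-AR in the MB, DESeq2 called 110 genes higher and 182 lower, where edgeR called 1 gene. Fewer nuclei of other cell types would lower the markers of each, and the median log2 change was -0.61 for glia (95% interval -0.77 to -0.04), -0.18 for fat body (-1.21 to 0.52) and -0.76 for muscle genes (-0.89 to -0.47) and 0.24 for Kenyon cell genes (0.14 to 0.43). It was 0.10 for photoreceptor genes (-0.03 to 0.48), or 0.09 (-0.06 to 0.24) without the genes the paper names, apart from muscle by more than these intervals. The intervals cover the spread between genes and not between samples, so this does not decide it. Per sample, photoreceptor genes took 0.791 to 1.30% of the counts in 1h-AR and 0.884 to 1.11% in naïve MB samples, and muscle genes 0.613 to 1.24% and 1.19 to 1.95%. Few RNA molecules in 3 MB samples were tested by leaving these samples out. The median change was then 0.687 times (0.634 to 0.762) that with all samples for the higher genes. It was 0.849 times (0.785 to 0.889) for the lower genes and 0.526 times (0.471 to 0.828) over both together. Most of the change in each direction thus remained without these samples. These intervals too cover only the spread between genes, and MB 1h-AR replicate 2 stayed in that fit. Few molecules therefore stay open as a cause. RNA of body tissues in some naïve samples may account for the lower genes, whose median change with the accessory gland and testis share as a covariate was 0.227 times (0.178 to 0.294) that without it, but not for the higher genes at 1.07 times (0.946 to 1.14), with 0.366 (0.210 to 0.855) over both together. Every MB 1h-AR sample was low in this share, as was naïve replicate 4 alone among the naïve samples, so the share is partly confounded with the treatment, and an effect of courtship conditioning stays open for both directions.

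At 1h-AR in the WH, DESeq2 called 77 genes higher and 382 lower, where edgeR called 1 gene. Few RNA molecules in WH 1h-AR replicate 2 are argued against as the whole cause for the higher genes, within the spread between genes only. Without that sample their median change was 0.781 times (0.709 to 0.965) that with it. It was 1.00 times (0.998 to 1.01) for the lower genes and 1.01 times (0.997 to 1.01) over both. These last values do not decide it for the lower genes. Of them 236 had no count in any 1h-AR sample, replicates 1 and 3 included, and a fitted change that rests on the prior count. A difference that moves with the ribosomal protein share was tested with that share as a covariate. The median change of the higher genes was then 0.841 times (0.786 to 0.989) that without it. It was 1.05 times (1.02 to 1.06) for the lower genes and 1.02 times (1.00 to 1.05) over both, where the same limit on the fitted change applies. The share was 0.674 to 0.886% in the WH 1h-AR samples and 0.272 to 0.313% in naïve replicates 2, 4 and 5. In naïve replicates 1 and 3 it was 0.906 and 0.917%. It is thus partly confounded with the treatment, and the intervals cover genes and not samples, so these values do not exclude such a difference. With the accessory gland and testis share as a covariate the median change was 1.17 times (1.08 to 1.39) that without it for the higher genes, 0.224 times (0.189 to 0.262) for the lower genes and 0.200 times (0.177 to 0.227) over both, so RNA of body tissues in naïve replicates 1, 2 and 3 is a candidate explanation for the lower genes and is argued against for the higher genes. Every WH 1h-AR sample was low in this share, as were naïve replicates 4 and 5, and an effect of courtship conditioning stays open for both directions.

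The list of accessory gland and testis genes, which the paper does not discuss, had 695 CPM in WH naïve replicate 1, 44.4 in replicate 2 and 564 in replicate 3, 189.8 in WH 24h-AR replicate 1, 228, 30.3 and 356 in MB naïve replicates 1, 2 and 3, and 67.0 in MB 24h-AR replicate 1, where the other 16 samples had 1.54 or less. Genes of the Y chromosome took 2.03%, 9.07% and 31.7% of the counts in MB 1h-AR replicates 2, 3 and 4 and 1.31% in MB 24h-AR replicate 1, above the highest naïve MB sample at 0.811%.

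A sample stood far from the others of its group in 21 of 209 groups tested over 42 measures, where chance gives about 1 in 20. WH 24h-AR replicate 1 had 1.77% of its counts on mitochondrial genes (0.374 to 0.498% in the others), 3.46% on fat body genes (0.542 to 0.616%), 0.0393% on gut genes (0.00577 to 0.0112%) and 0.0190% on accessory gland and testis genes (0 in the others). Its levels in CPM were 64.7 for Acp26Aa, 10.3 for Mal-A8 and 1.56 for alphaTry, each 0 in the others, and 85.8 for dac (152 to 156). MB 24h-AR replicate 1 had 0.00670% of its counts on accessory gland and testis genes (2.47e-06 to 4.06e-05%) and 11.7 CPM for Acp26Aa (0 in the others). WH naïve replicate 1 had 1.28% of its counts on mitochondrial genes (0.281 to 0.525%), and MB 1h-AR replicate 4 had 0.280% on ribosomal protein genes (0.548 to 0.585%). Levels in CPM were also apart for Pkc98E in MB 1h-AR replicate 4 at 953 (675 to 710.4), nSyb in MB 1h-AR replicate 1 at 1756 (1936 to 1969.7), trpl in MB 1h-AR replicate 3 at 434 (302 to 311), orb2 in MB naïve replicate 4 at 14.4 (0 to 1.76) and pros in WH 24h-AR replicate 2 at 3869.9 (4389 to 4424). In MB 1h-AR replicate 1, Mal-A8 had 0.347 and alphaTry 0.0347 CPM, both 0 in the others.

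The change at 1h-AR differed between the MB and the WH for bru2, by 1.70 on the log2 scale (adjusted p = 0.0141 from edgeR's quasi-likelihood test of the difference, and not called with the replicate block at 1.74), and for 22 lists by camera with a preset correlation, among them RNA binding with a median difference of 0.75 (adjusted p = 0.0320 with an estimated correlation). With an estimated correlation 1 list passed at 1h-AR, RNA binding, and 0 of the 5 lists that differed at 24h-AR with the preset one.

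For MB against WH chance can be excluded, since 1 of 100 splits of the samples, the real one, gave as many as the 780 genes called and the highest other gave 22. Chance cannot be excluded for the edgeR counts above 0 after conditioning. At 1h-AR in the MB, 3 of 35 splits gave as many as the 1 gene called, and the highest other, naïve replicate 3 with 1h-AR replicates 2, 3 and 4, gave 534, which points to a structure of the samples. At 1h-AR in the WH it was 4 of 56 splits for 1 gene, and the highest other, which set naïve replicates 2, 4 and 5 apart, gave 139, which again points to such a structure. For the difference between the tissues at 1h-AR it was 6 of 100 splits for 1 gene, with 226 in the highest other. For the counts of 0 the splits decide nothing, since every split gives as many, 35 of 35 at 24h-AR in the MB (highest other 16), 100 of 100 at 24h-AR in the WH (285), 100 of 100 for the difference between the tissues at 24h-AR (448), and 35 of 35 between the time points in the MB (0) and in the WH (0). These counts of 0 from edgeR stood beside 118, 220, 30, 527 and 559 genes at an unadjusted p under 0.05, in that order, and DESeq2 called 15, 77, 27, 117 and 158, DESeq2 with shrunken fold changes 0, 0, 0, 114 and 8, and voom 160, 0, 0, 49 and 672. The splits with 285 and 448 genes set apart the samples with accessory gland and testis RNA, which points to a structure of the samples. By DESeq2, 2 of 35 splits in the MB at 1h-AR gave as many as the 292 genes called (highest other 772), so chance cannot be excluded. In the WH 2 of 56 gave as many as the 459 (highest other 804, with naïve replicates 2, 4 and 5 set apart). Since another split gave more calls than the real one, which points to a structure of the samples, chance is not excluded there either.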

How the results depend on the processing

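The fits without the 4 samples with the fewest genes detected, on genes with a mean of at least 1000 counts, with robust spread and with the ribosomal protein share or the accessory gland and testis share as a covariate were chosen only after the data were seen, and the other alternatives were planned.

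The difference between MB and WH gave 584 to 1186 calls in all planned fits apart from voom, while the counts after courtship conditioning hung on the tool and on single samples, and the direction of a named gene held more often than its call. For named genes, 3936 of 4194 values under the alternatives chosen in advance stayed on the same side of the threshold, 60 were no longer called, 193 became called and 5 moved to the other sign by more than their standard error without being called. The sign was the other one in 29 of these values, and 0 of them were called in either fit. Of 3520 values for lists under these alternatives, 3168 kept their side of the threshold, 252 lost the call and 100 gained it, and 0 lists passed in opposite directions. Under the alternatives added later 765 of 878 values for genes and 133 of 160 for lists kept their side. The total of counts was not what limited the sample with the fewest genes detected, since MB naïve replicate 1 thinned to 12461996 counts still detected 12092 genes and MB 1h-AR replicate 3 detected 4404, and genes without any count in a group have no bounded fold change. In the paragraphs that follow, edgeR's own counts were 780 genes for MB against WH, 1 at 1h-AR in each tissue, 1 for the difference between the tissues at 1h-AR and 0 in the other comparisons after conditioning. The cause of these changes was not tested.

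DESeq2 called 292 genes in the MB and 459 in the WH at 1h-AR, 15 and 77 at 24h-AR, 117 and 158 between the time points, 56 and 27 for the difference between the tissues at 1h-AR and 24h-AR, and 323 and 489 in any comparison of the MB and the WH. With its shrunken fold changes it called 176 and 69 at 1h-AR, 114 and 8 between the time points, 12 for the difference between the tissues at 1h-AR and 200 and 71 in any comparison. Voom with sample weights called 2554 genes for MB against WH, 34 and 1012 at 1h-AR, 160 in the MB at 24h-AR, 49 and 672 between the time points, 146 for the difference between the tissues at 1h-AR and 217 and 1159 in any comparison. In edgeR without the filter on low counts, calls numbered 1186 for MB against WH and 59 and 0 at 1h-AR (59 and 0 in any comparison), with 0 for the difference between the tissues. With filterByExpr the WH had 0 at 1h-AR and 0 in any comparison. With all 24 samples in the fit, the MB had 16 at 1h-AR and 16 in any comparison. With only the 2 groups compared, both tissues had 0 at 1h-AR and 0 in any comparison, in fits with fewer samples to estimate the spread. RLE scaling, no fold threshold, Y genes kept and treatment as a covariate moved no count by more than 1.5 times.

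The paper states that MB samples had paired WH inputs, and whether the replicate numbers mark these pairs is not given in its text, which refers to its supplement, not used here. Samples of the MB and the WH with the same treatment and number deviated together in 9 of 11 couples (correlation above 0.1, median 0.463, against -0.0265 for other numbers), which is a hint from the data that the numbers mark the pairs, but not every couple did, so the planned fit without the block stayed. With the replicate block of these couples, edgeR called 584 genes for MB against WH, 241 higher and 343 lower in place of 408 and 372, of which 517 were shared, and 0 for the difference between the tissues. Of the named genes, gl, Ir68a and nAChRalpha2 lost their call for MB against WH and bru2 for the difference at 1h-AR. For MB against WH the lists of hemocyte and cAMP signaling genes lost their call, and those of other neuron types (adjusted p = 0.0444), gut digestive enzymes (adjusted p = 0.00290) and lipid metabolism (adjusted p = 0.0444) gained it. For the difference at 1h-AR, glia (adjusted p = 0.0671), hemocyte (adjusted p = 0.134) and the mitochondrial genome (adjusted p = 0.208) lost it, and the paper's MB markers (adjusted p = 0.0163), accessory gland and testis (adjusted p = 0.0466), clock (adjusted p = 0.0212) and learning and memory genes gained it. The block changed no other call of a named gene or list in MB against WH or the difference between the tissues. Within a tissue, samples of different treatments with the same number deviated together in only 5 of 12 pairs of the MB and 2 of 10 of the WH. The paper's text does not state whether these numbers stand for shared batches. With the number as a block within a tissue edgeR called 0 genes at 1h-AR in either tissue (0 in any comparison). Over all comparisons 176 list tests passed with the block.

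Without 1 sample at a time, counts ran from 647 (without MB 1h-AR replicate 1) to 1045 (without MB 1h-AR replicate 3) for MB against WH. At 1h-AR they ran from 0 to 257 in the MB (257 without 1h-AR replicate 1, 12 without 24h-AR replicate 1) and from 0 to 3 in the WH (3 without naïve replicate 4), with the same ranges over any comparison of a tissue. Between the time points they ran from 0 to 1 in the MB and were 0 in the WH, at 24h-AR they were 0 in both tissues, and for the difference between the tissues they ran from 0 to 88 at 1h-AR (88 without MB 1h-AR replicate 1) and were 0 at 24h-AR.

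Of 155 list tests that passed over the 9 comparisons (110 higher, 45 lower), 29 did so with an estimated correlation and 40 with fry, and 132 (without MB naïve replicate 1) to 164 (without WH naïve replicate 1) did so without 1 sample.

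Among the added alternatives, edgeR without the 4 samples with the fewest genes detected called 1678 genes for MB against WH, 0 and 0 at 1h-AR, 1 between the time points of the MB, 0 in any comparison of the WH and 0 for the difference between the tissues at 1h-AR. DESeq2 without them called 1884, then 334 and 305 at 1h-AR, 13 and 110 at 24h-AR, 276 and 162 between the time points, 16 and 13 for the difference between the tissues and 460 and 374 in any comparison. On genes with a mean of at least 1000 counts, edgeR called 1 gene between the time points in each tissue and 2 in any comparison of the MB. With the ribosomal protein share as a covariate it called 0 genes in the MB and 10 in the WH at 1h-AR. With the accessory gland and testis share as a covariate edgeR called 0 and 497, with 220 of the latter higher and 277 lower, and DESeq2 143 and 950. Of the 497 genes, 495 had the same sign without the covariate.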

Differences from the paper's values

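The fits without the samples with the fewest genes detected and on genes with a mean of at least 1000 counts were chosen only after the values were seen, and the other alternatives before the data were examined.

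Counts were set beside the paper's at its stated thresholds, and the paper's own test was DESeq2, which is an alternative here. For genes enriched in the WH, edgeR gave 372 and the paper reports 621. Counts within 1.5 times of the paper's came from DESeq2 (522), DESeq2 with shrunken fold changes (522), voom (914), RLE scaling (422) and no filter on low counts (454), and without WH 1h-AR replicate 2 (426), MB 1h-AR replicate 3 (570) or MB 1h-AR replicate 4 (421). The other alternatives set in advance did not come as close, among them filterByExpr (396), no fold threshold (373), Y genes kept (372), the replicate block (343) and treatment as a covariate (328), and neither did leaving out any other sample. Of those chosen after the values were seen, the mean of at least 1000 counts gave 439 and the fit without the samples with the fewest genes 842.

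At 1h-AR, edgeR called 1 gene in the WH, where the paper reports 322, and 1 in the MB, where it reports 302. DESeq2 gave 459 and 292, and edgeR without MB 1h-AR replicate 1 gave 257 in the MB, each within 1.5 times of the paper's value, and no other alternative set in advance did. DESeq2 without the samples with the fewest genes, chosen after the values were seen, gave 305 and 334. At 24h-AR, edgeR called 0 genes in the WH, where the paper reports 23, and 0 in the MB, where it reports 20, with 220 and 118 genes at an unadjusted p under 0.05. DESeq2 gave 15 in the MB, within that range, and 77 in the WH, outside it. No other alternative set in advance came within 1.5 times of either value, with voom at 160 in the MB and 0 in the WH.

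Over the 3 comparisons of a tissue, edgeR called 1 gene in the WH and 1 in the MB, where the paper reports 332 and 342. DESeq2 gave 489 and 323, and edgeR without MB 1h-AR replicate 1 gave 257 in the MB, and the other alternatives set in advance stayed outside 1.5 times. DESeq2 without the samples with the fewest genes, chosen after the values were seen, gave 374 and 460. Of the genes called in the WH, edgeR had 1 lower at 1h-AR, against 149 in the paper's cluster, and 0 higher, against 186, and no alternative set in advance came within 1.5 times of these, with 408 and 81 from DESeq2. In the MB, edgeR had 0 genes lower at 1h-AR and not higher at 24h-AR, against 135 in the paper's cluster, where DESeq2 gave 171, voom 128 and edgeR without MB 1h-AR replicate 1 131. It had 0 genes lower at 1h-AR and higher at 24h-AR, against 30, where DESeq2 gave 27, DESeq2 with shrunken fold changes 26, voom 22 and edgeR without MB 1h-AR replicate 1 22. It had 1 gene higher at 1h-AR, against 174, where DESeq2 gave 125 and DESeq2 with shrunken fold changes 140. The other alternatives set in advance did not come within 1.5 times for these clusters of the MB. The paper's groups are k-means clusters and those here are by the sign of the fold change, so they are not the same kind of group. The paper describes an MB cluster lower at 1h-AR and higher at 24h-AR, and of 5 k-means clusters of the genes called by DESeq2 in the MB, the 4 with a mean log2 change below 0 at 1h-AR were also below 0 at 24h-AR.

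The paper lists many receptors of Kenyon cells as enriched in the MB, and 12 of 12 had a positive log2 difference here, with 9 called by edgeR and 10 by DESeq2. Those not called by edgeR were CCKLR-17D1 at 1.33, CCKLR-17D3 at 1.15 and mAChR-A at 0.41, of which DESeq2 called mAChR-A (adjusted p = 0.0267). The paper's known MB genes were called higher in 10 of 10 cases and its eye genes lower in 4 of 4.

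For the MB at 1h-AR, the paper names genes of acetylcholine and calcium signaling, of G protein-coupled receptors and cAMP, of presynaptic release and of transcription and RNA binding as higher. These were positive in 7 of 7, 14 of 14, 9 of 9 and 7 of 7 cases, with norpA and Pkc98E taken here for the phospholipase C and protein kinase C, which it gives without a gene. In these lists edgeR called 0 genes (7, 12, 9 and 6 at an unadjusted p under 0.05) and DESeq2 called 5, 7, 4 and 4. Of the 8 genes it names for oxidative metabolism as lower in the MB, 7 were negative, edgeR called 0 (7 at an unadjusted p under 0.05), DESeq2 called blw, and Ldh was positive at 0.21.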

Other observations

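Most genes of the circadian clock lay above 0 in the WH at 1h-AR. The paper states that flies were frozen at 1 time of day so that circadian rhythm would not affect the comparison. The clock gene vri, a transcriptional repressor, was at 329 ± 38.5 CPM (SD, n = 3) 1 h after rejection and 85.3 ± 65.4 CPM (SD, n = 5) in naïve flies, a log2 fold change of 1.95 that did not pass edgeR's quasi-likelihood test (adjusted p = 0.373) and passed DESeq2 (adjusted p = 0.00364). The clock genes tim, per and Pdp1 were at 1.57, 1.47 and 0.82, of which DESeq2 called per (adjusted p = 0.0362) and Pdp1 (adjusted p = 0.0187) and gave no adjusted p for tim. Of 12 clock genes tested 10 were above 0 with a median of 0.63. EdgeR called 0 of them, or 4 higher and 1 lower when adjusted over the list alone, and DESeq2 called 3 higher and 1 lower. The list passed camera at a preset correlation (adjusted p = 1.83e-05) and not with an estimated correlation (adjusted p = 0.0667). In the WH at 24h-AR, 9 of 12 were above 0 with a median of 0.26 (adjusted p = 0.00512 from camera, and adjusted p = 0.513 with an estimated correlation). In the MB at 1h-AR, 6 of 12 were above 0 with a median of 0.14 (adjusted p = 0.00285 from camera, and adjusted p = 0.0838 with an estimated correlation).

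Genes of neuronal activity were higher in MB than in WH samples over all treatments together. The orphan nuclear receptor gene Hr38 was at a log2 difference of 1.39 between MB and WH samples (adjusted p = 2.55e-05 from edgeR's quasi-likelihood test), Arc1 at 0.93 (adjusted p = 0.00245 from the same test) and sr at 0.73 (adjusted p = 0.0427 from the same test). Conditioned samples are part of this comparison. In naïve flies sr stood at 137 ± 21.8 CPM (SD, n = 4) in the MB and 110 ± 40.3 CPM (SD, n = 5) in the WH. There Hr38 stood at 302 ± 49.8 and 185 ± 68.8 CPM. At 1h-AR the means in the MB and the WH were 281 and 136 CPM for sr and 618 and 158 CPM for Hr38. Of 8 genes in this list 3 were higher, or 4 when adjusted over the list alone, with a median of 0.77 (adjusted p = 0.00417 from camera, and adjusted p = 0.0259 with an estimated correlation). Genes of glycolysis showed 2 higher and 0 lower of 12, or 3 higher when adjusted over the list alone, with a median of 0.34 (adjusted p = 0.00134 from camera, and adjusted p = 0.149 with an estimated correlation). Heat shock genes showed 2 higher and 0 lower of 15 with a median of 0.56 (adjusted p = 0.00417 from camera, and adjusted p = 0.318 with an estimated correlation). Hemocyte genes showed 1 higher and 3 lower of 9, with a median of -0.70 (adjusted p = 0.0377 from camera), a call lost with an estimated correlation (adjusted p = 0.378) and with the replicate block (adjusted p = 0.0529). Lower in MB than in WH samples were also 2 of 12 clock genes, 4 of 18 ion channel genes and 1 of 20 immune genes, with 0 higher in each of these lists.

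Several groups lay mostly above 0 in the WH at 1h-AR without a call that held with an estimated correlation. All 14 genes of the mitochondrial genome were above 0, with a median of 0.99 (adjusted p = 0.277 from camera with an estimated correlation), as were 40 of 48 nuclear genes of oxidative phosphorylation, with a median of 0.44 (adjusted p = 0.473 in the same test), and 6 of 8 hemocyte genes, with a median of 0.61 (adjusted p = 0.0667 in the same test). With the accessory gland and testis share as a covariate, a test chosen after the data were seen, edgeR called 44 of 77 ribosomal protein genes higher, 13 of 24 photoreceptor genes, 4 of 14 fat body genes, 6 of 14 genes of the mitochondrial genome and 5 of 48 genes of oxidative phosphorylation. In that fit 7 of 18 ion channel genes, 3 of 9 nicotinic receptor genes, 4 of 24 genes of cAMP signaling, 4 of 12 ecdysone genes and 3 of 16 muscle genes were lower, and of the photoreceptor genes 2 were lower. Of the 77 genes DESeq2 called higher without the covariate 40 were also called in that fit, and of the 382 called lower 43 were.

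Of 780 genes called by edgeR and 965 by DESeq2 between MB and WH samples, 619 were shared.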
